# WWOX promotes osteosarcoma development via upregulation of Myc

**DOI:** 10.1038/s41419-023-06378-8

**Published:** 2024-01-05

**Authors:** Rania Akkawi, Osama Hidmi, Ameen Haj-Yahia, Jonathon Monin, Judith Diment, Yotam Drier, Gary S. Stein, Rami I. Aqeilan

**Keywords:** Bone cancer, Cell growth

## Abstract

Osteosarcoma is an aggressive bone tumor that primarily affects children and adolescents. This malignancy is highly aggressive, associated with poor clinical outcomes, and primarily metastasizes to the lungs. Due to its rarity and biological heterogeneity, limited studies on its molecular basis exist, hindering the development of effective therapies. The WW domain-containing oxidoreductase (WWOX) is frequently altered in human osteosarcoma. Combined deletion of *Wwox* and *Trp53* using *Osterix1-Cre* transgenic mice has been shown to accelerate osteosarcoma development. In this study, we generated a traceable osteosarcoma mouse model harboring the deletion of Trp53 alone (single-knockout) or combined deletion of Wwox/Trp53 (double-knockout) and expressing a tdTomato reporter. By tracking Tomato expression at different time points, we detected the early presence of tdTomato-positive cells in the bone marrow mesenchymal stem cells of non-osteosarcoma-bearing mice (young BM). We found that double-knockout young BM cells, but not single-knockout young BM cells, exhibited tumorigenic traits both in vitro and in vivo. Molecular and cellular characterization of these double-knockout young BM cells revealed their resemblance to osteosarcoma tumor cells. Interestingly, one of the observed significant transcriptomic changes in double-knockout young BM cells was the upregulation of Myc and its target genes compared to single-knockout young BM cells. Intriguingly, Myc-chromatin immunoprecipitation sequencing revealed its increased enrichment on Myc targets, which were upregulated in double-knockout young BM cells. Restoration of WWOX in double-knockout young BM cells reduced Myc protein levels. As a prototype target, we demonstrated the upregulation of MCM7, a known Myc target, in double-knockout young BM relative to single-knockout young BM cells. Inhibition of MCM7 expression using simvastatin resulted in reduced proliferation and tumor cell growth of double-knockout young BM cells. Our findings reveal BM mesenchymal stem cells as a platform to study osteosarcoma and Myc and its targets as WWOX effectors and early molecular events during osteosarcomagenesis.

## Introduction

Osteosarcoma (OS) is the most common primary malignant bone tumor that predominantly affects children and adolescents. It often arises in the metaphysis of long bones [1]. OS is highly malignant, with irregular bone growth and distant metastases that are commonly observed in the lungs. The current standards of care for OS are neoadjuvant chemotherapy, surgical resection, and adjuvant chemotherapy. This treatment increases the disease free-survival probability to more than 60% in the localized OS cases [2], but it is still between 10–40% in metastatic OS [3]. Molecular studies of OS are significantly hindered by its genetic complexity and chromosomal instability [4, 5]. In addition, the absence or uncertainty of the exact cell of origin further challenges the identification of therapeutic targets [6]. Therefore, an in-depth molecular understanding of osteosarcomagenesis is urgently needed for better prognosis and management of patients with OS.

WW-domain-containing oxidoreductase (*WWOX*) spans one of the most active common fragile sites FRA16D [7], and encodes a 46 kDa tumor suppressor that is altered in most human cancers [8, 9]. We have previously demonstrated that WWOX is frequently altered in human OS and that WWOX restoration in WWOX-negative OS cells suppresses tumorigenicity [10]. Furthermore, our group has shown that ablation of murine *Wwox* using *Osterix1(Osx)-Cre* transgenic mice with a p53-deficient background (DKO) accelerates OS development. DKO tumors display a more aggressive and poorly differentiated phenotype than p53 single KO (SKO) tumors. The DKO model highly recapitulates human OS and represents a valuable platform for investigating OS genetics and preclinical therapeutic targets [11].

Myc is a transcription factor encoded by the c-Myc gene which regulates an estimated 15% of genes in the human genome [12]. Elevated Myc expression can be found in up to 70% of human tumors, and suppression of Myc is thought to lead to tumor regression [13]. In OS, Myc is known to play a key role [14, 15], though the kinetic of its deregulation is not well defined. Myc may contribute to tumorigenesis by several ways including overstimulating cell growth and metabolism and/or by causing genomic instability [16], probably through its ability to induce DNA damage, promote gross chromosomal rearrangements, induce inappropriate cell cycle progression and impair DNA repair [17]. Moreover, Myc has been reported to regulate the pre-replicative complex of the cell cycle including MCM5 and MCM7 among other proteins [18, 19]. The minichromosome maintenance proteins (MCMs), which exist in a functional complex consisting of MCM2-7 play important roles in double-strand DNA unwinding, DNA replication control, and DNA damage repair. Various cancer tissues, including sarcoma and carcinoma cell lines, show overexpression of MCMs, particularly MCM7 [20–22]. Inhibition of MCM7 results in the accumulation of DNA lesions and the activation of the DNA damage checkpoint response hence preventing cell growth [23]. Interestingly, MCM7 has been shown to be targeted by statins in Rb-deficient tumors [24]. In addition, simvastatin has been shown to suppress tamoxifen-resistant cell growth by inhibiting MCM7 and Rb and subsequently inducing DNA damage [25]. However, the role of statins in the inhibition of MCM7 in OS is unknown.

Mesenchymal stem cells (MSCs) or osteoblasts can be the cells of origin for OS, although this remains controversial. Research evidence suggests that OS originates during the differentiation process of MSCs into preosteoblast, and that the stage of differentiation affects the OS phenotype and grade [26, 27]. In contrast, others suggest that osteoblast precursor cells are the cells of origin for OS [6, 28]. Recently, it was shown that *Osx* is expressed in both the osteoblast lineage (osteoblasts, osteocytes, and chondrocytes) and in bone marrow (BM) stromal cells, BM-adipocytes, and BM-perivascular cells [29]. This finding prompted us to use our SKO and DKO models to dissect the early molecular changes in OS development. To this end, we introduced a tdTomato reporter into these models and followed their behavior at different time points. We found that tdTomato-expressing BM isolated from young DKO mice (DKO yBM), prior to OS development, can form OS tumors that are indistinguishable from DKO tumors. This feature was not observed in the tdTomato-expressing BM isolated from young SKO mice (SKO yBM). Molecular characterization of DKO yBM cells revealed unique upregulation of several oncogenic pathways including upregulation of Myc and its targets at very early stages prior to OS onset. Inhibition of MCM7, a known Myc target, attenuates OS tumor formation. Our model represents a unique platform for studying early changes and molecular targets during osteosarcomagenesis and for assessing vulnerabilities that can be targeted in OS.

## Materials and methods

### Mouse strains and tumor models

Mice were housed in a pathogen-free animal facility at the Hebrew University of Jerusalem. To generate our traceable mouse model, we crossed the single-knockout (*Trp53*) or double knockout mice (*Wwox*/*Trp53*) Osx1-Cre for deletion of *Trp53* or *Trp53*/*Wwox* respectively in mesenchymal progenitors committed to bone formation [11] with B6.Cg-Gt(ROSA)26SorTm9(CAG-tdTomato) Hze/J (TdT) (catalog #007909; The Jackson Laboratory) to generate SKO-Osx-Cre;tdTomato (SKO^TOM^ or in short SKO) and DKO-Osx-Cre;tdTomato (DKO^TOM^ or in short DKO). Bone Marrow (BM) and tumor cells were collected from mice at different time points.

For Intratibial Injection (IT), 6–8 weeks old NOD/SCID mice were anesthetized with ketamine (80 mg/kg) (Vetoquinol)/xylazine (7 mg/kg) (Phibro) and injected intraperitoneally with 5 mg/kg carprofen (Norbrook). Mice were then injected intratibially with 0.5 × 10^6^ tumor or BM cultured cells (as explained in BM extraction and cell culture section), suspended in 20 μl sterile complete media (MEM-Alpha (Biological Industries)) supplemented with 10% Fetal Calf Serum (FCS) (Gibco) and 1% L-Glutamine/Penicillin/Streptomycin (Biological Industries). Twelve-hours post IT-injection, the mice were administered with another dose of carprofen (5 mg/kg). The mice were monitored for about 1–4 months for tumor development.

For intravenous injection, a total of 1 × 10^6^ cells suspended in complete MEM-α, were injected in the tail vein of 6–8 weeks old NOD/SCID mice to study the colonization ability of cells in lungs. After 3–4 months postinjection, mice were sacrificed, and lungs were collected for further analysis [30].

To validate the inhibitory effect of simvastatin (SVA) in vivo, NOD/SCID mice that developed OS tumors after IT injection were split randomly into two groups, mice that received 60 mg/kg/day SVA (Sigma) (8-mice), and a vehicle group (6-mice). The two groups received a gavage injection for 10 days, then the mice were euthanized, and tumors were collected for further analysis [24].

### Bone marrow (BM) extraction and culture

BM cells were collected from WT mice (control), young non-tumor-bearing SKO and DKO-Osx1-Cre-tdTomato mice at different time points (SKO yBM, DKO yBM respectively), as well as at the time of tumor detection (SKO BMT, DKO BMT respectively). Mice were sacrificed using CO_2_, femurs and tibiae from both legs were cleaned from connective tissue, and the BM was flushed out using a syringe with 27 Gauge needle. Red blood cells were lysed using a hypotonic treatment (water dilution). The cells were then centrifuged at 2000 rpm for 10 min, filtered using 70 µM cell strainer (Corning, Massachusetts, USA) and plated at an appropriate density after one passage (p1) [31].

### Tumor dissection and tumor cell lines preparation

At the time of tumor detection, mice were euthanized, and tumors were extracted and minced using a sterile scalpel and digested with trypsin-EDTA (25 mg/ml) (Sigma), Collagenase P (1 mg/ml) (Sigma Cat# 11213865001), and DNase I (10 mg/ml) (Sigma Cat# 10104159001) for 1 h at 37 °C with vigorous shaking. Cells were then filtered through 70 µM cell strainer, centrifuged at 2000 rpm for 10 min, and plated in 10 cm^2^ plates in MEM-α medium supplemented with 10% FCS and 1% L-Glutamine/Penicillin/Streptomycin.

### Flow cytometry analysis of the mesenchymal and hematopoietic markers

In total, 1 × 10^6^ of yBM, BMT, and tumor cells were collected freshly (direct) and/or after culture (Cult)- when the tdTomato-positive cells were dominant. Cells were stained with FACS buffer (2% FCS, 1 mM EDTA, 0.1% NAN_3_ in PBS), containing the following antibodies: for mesenchymal markers, Sca-1-APC (clone D7, Cat# 108111, Biolegend,1:250), CD29-Alexa Flour 700 (clone HMβ1-1, Cat# 102218, BioLegend, 1:250), and for hematopoietic markers; CD45.2-Brilliant Violet 421 (clone 104, Cat# 109831, BioLegend, 1:100), for 30 min at 4 °C. Samples were acquired using a CytoFlex cytometer and analyzed using CytExpert version 2.4 [32]

### Osteogenic differentiation of yBM, BMT and tumor cells

yBM, BMT, and tumor cells were induced to differentiate by plating them at 70% confluency, and culturing in osteogenic medium that included MEMα supplemented with 10% FCS, Ascorbic Acid (50 μg/ml) and β-glycerophosphate (3 mM). Osteogenic medium was added and replaced every 2–3 days for 21 days. Mineralization was assessed by measuring the expression levels of osteogenic markers (real-time PCR-as explained later in real-time PCR section), and the formation of calcium-enriched nodules was detected by Alizarin Red Staining [11].

### Colony formation assay

Five hundred yBM, BMT, and tumor cells were seeded in 6-well plates (triplicate), and the colonies were monitored for 1 week. The colonies were then fixed using 70% ethanol for 10 min and stained with Giemsa stain for 30 min. The colonies were then washed and counted [33] The graph shows fold change/number of colonies compared to the control groups, and bars represent standard deviation (SD).

To determine the effect of simvastatin (SVA) on the survival of yBM, BMT, and tumor cells, 24 h after seeding, SVA was added at the indicated concentrations for 48 h, and the colonies were monitored for 1 week. Fixation, staining, and analysis were performed as previously described.

### Wound healing scratch assay-migration

The migration abilities of yBM, BMT, and tumor cells were determined using a wound healing scratch assay. In total, 3 × 10^4^ yBM, BMT, and tumor cells were plated onto an IncuCyte 96-Well ImageLock plate (IncuCyte 4379) for 12 h. Then, the confluent monolayer was washed with PBS and a scratch was made using IncuCyte: 96-pin wound-making tool (IncuCyte WoundMaker), and then the wells were washed three times with culture media. After that, serum-free media (SFM) was added. The plates were incubated in IncuCyte live-cell imaging system, and the 96-well wound assay protocol was run on the software. yBM, BMT and tumor cells were imaged at 2 h intervals for 72 h. Analysis was performed using the Cell Migration Analysis software (IncuCyte 4400) [34].

### Wound healing scratch assay-invasion

The invasive abilities of yBM, BMT, and tumor cells were determined using a wound healing scratch assay. An IncuCyte 96-Well ImageLock plate was coated with Matrigel (BD 354230, 1:20 with serum-free media) for 12 h. Next, 3 × 10^4^ yBM, BMT, and tumor cells were plated onto an IncuCyte 96-Well ImageLock plate (IncuCyte 4379) for 12 h. Then, the confluent monolayer was washed with PBS and a scratch was made using IncuCyte: 96-pin wound-making tool (IncuCyte WoundMaker), and then the wells were washed three times with culture media. After that, 100 µl of media was added. The plate was cooled to 4 °C for 5 min, then the media was removed, a top layer of Matrigel (50 µl) was added, and the plate was incubated at 37 °C for 30 min, before adding another 100 µl of serum-free media. The plates were incubated in IncuCyte live-cell imaging system, and the 96-well wound assay protocol was run on the software. yBM, BMT and tumor cells were imaged at 2 h intervals for 72 h. Analysis was performed using the Cell Migration Analysis software (IncuCyte 4400)

### Cell proliferation assay (MTT assay)

To check the effect of simvastatin (SVA) on cell viability, yBM, BMT, and tumor cells (3 × 10^3^) were plated onto 96-well plate (triplicate for each group and for each concentration), at 24 h intervals. Then, activated SVA (as explained later) was added at the indicated concentrations for 48 h and analyzed using the MTT reagent according to the manufacturer’s instructions (Promega). The graph represents the comparison with the control group, and the bars represent ± the SD.

For SVA activation, 4 mg of simvastatin was dissolved in 100 µl of ethanol. Then 150 µl of 0.1NaOH was add to the solution and incubated at 50 °C for 2 h. The pH was brought to 7.0, and the final concentration of the stock solution was 4 mg/ml. The stock solution was stored at 4 °C [35].

### Plasmid-WWOX manipulation

For generating WWOX overexpression in DKO yBM cells, cells were infected with lentiviral vector containing the wild-type WWOX and selected with 2 mg/ml G418 (Gibco: 11811031) [36].

### Ionizing radiation

Cre+ WT BM, SKO, DKO yBM cells were irradiated with 10 Gy, then collected at several time points (30, 120 min) after irradiation [37].

### Immunoblotting

Total protein was lysed by using lysis buffer containing 50 mM Tris (pH7.5), 150 mM NaCl, 10% glycerol, 0.5% Nonidet P-40 (NP-40), with addition of protease and phosphatase inhibitors (1:100). The lysates were subjected to SDS-PAGE under standard conditions. The following antibodies were used: rabbit polyclonal WWOX 1:10,000, mouse monoclonal Gapdh (CB-1001-), Calbiochem 1:10,000, mouse monoclonal p21(F-5), sc 6246, Santa Cruz 1:200, mouse monoclonal p53 (1C12), Cell Signaling, 1:1000, mouse monoclonal MCM7 (141.2), sc-9966- Santa Cruz 1:200, rabbit polyclonal c-Myc (9402)-Cell Signaling, 1:750, rabbit polyclonal DsRed (632496), TaKaRa, 1:500, and mouse monoclonal β-actin (A5441), Sigma 1:10,000.

### Histology and immunohistochemistry

Fixed bones and tumors [4% formalin] were partially decalcified in 14% EDTA for 3 days, followed by paraffin embedding, sectioning then staining with hematoxylin (Sigma)) and eosin (Sigma) (H&E). For Immunohistochemistry, paraffin-embedded tissues were deparaffinized, followed by antigen retrieval with 25 mM citrate buffer (PH 6) in a pressure cooker. Then, the sections were left to cool for 25 min, followed by blocking of the endogenous peroxidase with 3% H_2_O_2_ (Sigma) for 15 min. To reduce non-specific binding of the primary antibody, tissues were blocked with blocking solution (CAS Block) (Invitrogen), followed by incubation with the primary antibody overnight at 4 °C. Sections were washed with TBST, followed by incubation with secondary anti-mouse immunoglobulin antibody for 30 min (Nichirei Biosciences). The reaction was then performed using a DAB peroxidase kit (Vector Laboratories, SK-4100), followed by hematoxylin (Bar Naor, Cat# BN4537N) staining for 40 s as a counterstain. IHC stains were manually counted, at least five pictures were taken for each slide, and the average was calculated for each slide. The antibodies used were mouse monoclonal MCM7 (141.2) [sc-9966-Santa Cruz 1:200].

### Immunofluorescence

Bones (Femur and Tibia) were fixed in 4% PFA overnight at 4 °C. Fixed bones were partially decalcified in 14% EDTA for 3 days, washed in a sucrose gradient (1 h in 10% sucrose, 1 h in 20% sucrose, overnight in 30% sucrose) before snap-freezing them in OCT embedding medium. Frozen sections were cut at 10 μm thickness and stored at −80 °C. Sections were warmed to room temperature, washed in PBS, fixed with 4% PFA for 10 min then washed two times with PBS. The sections were incubated with Hoechst 33258 diluted in 5% normal goat serum, 0.05% BSA and 0.1 %Triton X-100 in PBS for 15 min. The slides were then dried and mounted with coverslips using immunofluorescence mounting medium (Dako s3023). Sections were then imaged using an Olympus FLUO-VIEW FV1000 confocal laser scanning microscope and processed using the associated Olympus FLUO VIEW software [38, 39].

For paraffin-embedded sections, after deparaffinization and antigen retrieval, as mentioned above, tissues were blocked using a blocking solution (5% normal goat serum, 0.05% BSA, and 0.1% Triton X-100 in PBS) for 40 min. The sections were then incubated with the primary antibody diluted in the blocking solution overnight at 4 °C. The following day, the sections were washed 3-times with PBS containing 0.05% tween-20 (PBST), incubated with secondary antibody and Hoechst 33258 diluted in blocking solution for 1-h at room temperature, then washed 3-times with PBST. The slides were then dried, mounted, and imaged as described above. The antibody used was rabbit polyclonal DsRed (632496; TaKaRa, 1:500).

### Real-time PCR

Total RNA was extracted using TRI reagent (Biolab), as described by the manufacturer for the phenol/chloroform-based method. cDNA was prepared with 1 μg of RNA using a QScript cDNA synthesis kit (Quantabio). The SYBR Green PCR Master Mix (Applied Biosystems) was used for qRT-PCR. All measurements were performed in triplicate and standardized to HPRT levels. The primer sequences are listed in Supplementary Table 1.

### RNA sequencing and analysis

Four WT, six non-tumor bearing, and six tumor-bearing mice were euthanized by CO_2_, and BM and/or tumor were extracted and cultured as described above. After three passages, tdTomato-positive cells were dominant in the culture, and RNA was prepared using the TRI reagent (Biolab). Library preparation and sequencing were performed by the Genomic Applications Laboratory in Hebrew University’s Core Research Facility using a standard protocol. RNA quality was checked using a tape station (Agilent Technologies), followed by poly-A cleanup and cDNA preparation. To prepare cDNA, 1 µg of RNA from each sample was processed using the KAPA Stranded mRNA-Seq Kit with mRNA Capture Beads (Kapa Biosystems). Sequencing was performed using NextSeq 500 (Illumina). For library quality control, measures were applied to raw FASTQ files, trimming low-quality bases (Q > 20), residual adapters, and filtering out short reads (L > 20). These measurements were performed with the Trim-Galore (v0.4.1) wrapper tool. File assessment before and after quality control was performed using FastQC (v0.11.5). The mouse transcriptome was mapped using salmon v0.13.1. Differential gene expression for the 16 samples was explored using the R package (v1.16.1) and analyzed using DESeq2 (v1.28.1).

### Chromatin immunoprecipitation sequencing (ChIP-seq)

ChIp-seq was performed as previously described [40]. Briefly, BM DKO cells (~10^7^) were crosslinked with 1% formaldehyde (methanol free, Thermo Scientific 28906) for 10 min at room temperature and quenched with glycine, 125 mM final concentration. Fixed cells were washed twice in PBS and incubated in lysis buffer (10 mM EDTA, 0.5% SDS, 50 mM Tris-HCl pH = 8, and protease and phosphatase inhibitors) for 30 min on ice. Cells were sonicated using bioruptor sonicator to produce chromatin fragments of ~200–300 bp. The sheared chromatin was centrifuged 10 min at 20,000 × *g*. From the supernatant, 2.5% were saved as input DNA and the rest was diluted in dilution buffer (50 mM TRIS-HCl pH8, 0.01% SDS, 150 mM NaCl, and 1% Triton X-100). The chromatin was immunoprecipitated by incubation with 5 μl of anti-c-Myc antibody (rabbit polyclonal c-Myc (9402)-Cell Signaling,). Immune complexes were captured with protein G Dynabeads. Immunoprecipitates were washed once with low salt, twice with high salt buffer, and twice with LiCl buffer, and twice with TE buffer. The chromatin was eluted from the beads with 240 μl of elution buffer (100 mM sodium bicarbonate and 1% SDS) and incubated overnight at 65 °C to reverse the cross-linking. Samples were treated with proteinase K at 45 °C for 2 h. DNA was precipitated by phenol/chloroform/isoamylalcohol extraction. The ChIPed and the Input DNA were used to prepare libraries by Kappa Hyperprep kit and sequenced in Nextseq (Illumina).

### Statistical analysis

The results of the experiments are expressed as mean ± SD. The Student’s *t* test was used to compare the values of the test and control samples. *p* value ≤ 0.05 indicates a significant difference; **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

## Results

### Generation of a traceable mouse model of osteosarcoma

We have recently shown that depletion of both *Wwox* and *p53* (DKO) in osteoblast progenitors, using *Osterix1-Cre*, accelerates osteosarcoma (OS) development, resulting in more aggressive and chemotherapy-resistant OS than *p53* knockout alone (SKO) [11]. To better dissect the early molecular events contributing to osteosarcomagenesis, we bred our DKO mouse model with *Rosa26-LSL-tdTomato* transgenic mice (Fig. 1A). Depletion of *Wwox* and *p53* and the insertion of *tdTomato* (DKO^TOM^) were confirmed by genomic PCR (Fig. 1B). Expression of the tdTomato reporter in Osterix-expressing cells was validated by fluorescence microscopy (Fig. 1C). Consistent with previous work [29], tdTomato-positive cells expressing *Osterix* were also detected in the bone marrow (BM) of young non-tumor-bearing mice, as validated by immunofluorescence of bone-frozen sections (Fig. 1D) and flow cytometry analysis of BM cells representing the percentage of tomato-positive cells in the BM of 2-months old mice (10.2%) (Fig. 1E). Ablation of WWOX and p53 in cultured tdTomato-positive BM cells was also confirmed at the protein level after exposure to ionizing radiation (10 Gy) by immunoblot analysis (Fig. 1F). In agreement with our previous findings, DKO^TOM^ mice developed OS with a latency of 8-months (data not shown), as previously shown for DKO [11]. Using this new mouse model, we next determined the molecular and cellular changes that occur during OS development.

**Fig. 1:**
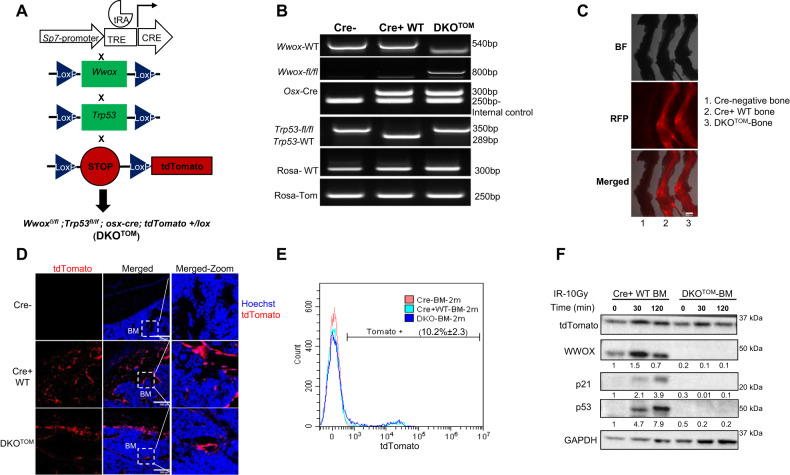
Generation of a traceable mouse model of osteosarcoma cells. **A** Schematic illustration of the experimental OS mouse model. **B** Genomic PCR of Cre negative (Cre−), Cre positive (Cre+ WT) and Double knock out (DKO^TOM^) mice. Labels in the left panel represent the primer pairs and in the right panel represent the expected band size. **C** Fluorescent microscope images for bones extracted from (1) Cre-negative mouse, (2) Cre+ WT mouse, (3) DKO^TOM^ mouse. **D** Immunofluorescence images of frozen bone sections from Cre−, Cre+ WT, and DKO^TOM^ mice. Red signal represents the endogenous tdTomato, blue signal represents the nuclear staining-hoechst. **E** Flow cytometry analysis of BM cells of 2-months (2m) old Cre−, Cre+ WT, and DKO^TOM^ mice. 10.2 ± 2.3 represents the percentage of tdTomato-positive cells in the Cre+ WT and DKO BM compared to the Cre- mice of similar age. **F** Immunoblotting of p53, WWOX, p21, and tdTomato in the Cre+ WT and DKO BM cells before (0 min) and after (30, 120 min) of ionizing radiation exposure (IR-10Gy). (Quantification relative to Cre+ WT is represented under the blot). WT wildtype, DKO double knock out, BF bright field, RFP red fluorescent protein, BM bone marrow.

### Bone marrow cells of OS-bearing mice are tumorigenic

To elucidate the kinetics of OS tumor formation in DKO^TOM^ mice, we examined the presence of tomato florescence in different compartments. Interestingly, we detected a high percentage of tdTomato-positive cells both in the directly collected tumor (before culturing) [Direct-Tumor] and BM of DKO^TOM^ tumor-bearing mice (before culturing) [Direct-BMT] (Fig. 2A). These results prompted us to test whether BMT cells exhibit tumorigenic abilities. To this end, we isolated and cultured tdTomato BMT and tumor cells and examined their ability to survive and proliferate in vitro. We found that BMT cells were able to form colonies similar to those isolated from the DKO^TOM^ tumor itself (Fig. 2B), as compared to BM cells isolated from wild-type mice (Cre + WT;tomato), which failed to form any colonies, as expected. We next examined the tumorigenic capability of BMT cells in vivo and found that 78% of the immunocompromised mice that were intratibially (IT) injected with BMT cells were able to develop tomato-positive osteoblastic OS, as validated by H&E and immunofluorescence staining, respectively (Fig. 2C). As expected, mice injected with wild-type BM cells (control) did not form any tumors. Notably, it took more time for BMT cells to develop tumors as compared to the paired primary tumor cells, suggesting that other hits are earned in the tumor itself (Fig. 2D). More interestingly, these BMT cells exhibited pro-metastatic properties, as assessed by wound healing ability in vitro, both migration and invasion (Fig. 2E, F).

**Fig. 2:**
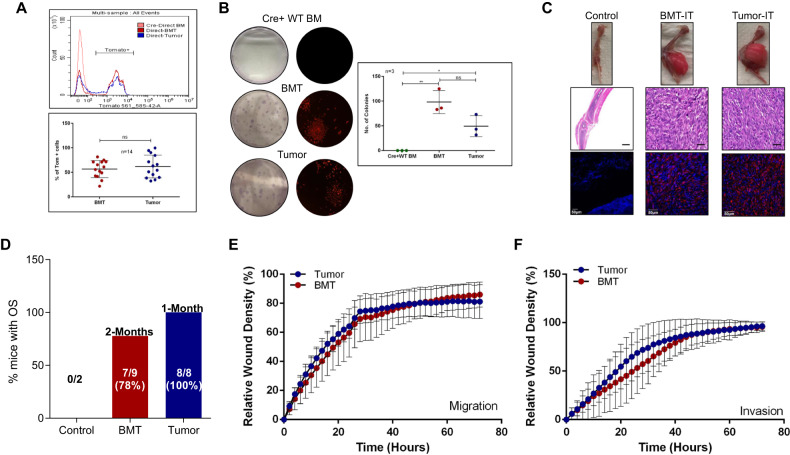
BM cells of OS-bearing mice are tumorigenic and exhibit metastatic ability. **A** Flow cytometry analysis of directly collected BM from a Cre− mouse (Cre-Direct BM), tumor (Direct-Tumor) and paired BM cells (Direct-BMT) collected from DKO^TOM^ mouse demonstrating the percentage of tdTomato expression (representative experiment-upper panel, average of the percentage of tdTomato-positive cells from 14 mice-lower panel). **B** Colony formation assay of paired BMT and tumor cells compared to Cre+ WT BM (representative images-left panel) (Giemsa stain and fluorescent microscope images), quantification of colony numbers of Cre+ BM, BMT and tumor cells-right panel (*n* = 3). **C** Representative images of the OS tumors developed in NOD/SCID mice after intratibial (IT) injection of BMT and tumor cells compared to the control-upper panel, H&E validating the histological characteristics of OS-middle panel. Histological validation reveals OS of osteoblastic type. Immunofluorescence images of the developed tumors-lower panel. Red signal represents the endogenous tdTomato, blue signal represents the nuclear staining-hoechst. **D** Bar graph representing the percentage of immunocompromised mice that developed OS after IT injection of control BM cells (Control), BMT and tumor cells. **E** Wound healing assay-migration. Time plot representing the Relative Wound Density of tumor and BMT cells (*n* = 3). **F** Wound healing assay-invasion. Time plot representing the Relative Wound Density of tumor and BMT cells (*n* = 3).

Next, we sought to characterize the identity of the BMT cells. Immunophenotyping of the directly isolated BMT cells [direct]; before culturing; revealed a high percentage of cells expressing the hematopoietic cell surface marker (CD45.2) and the presence of a minor population of mesenchymal origin, expressing CD29 and Sca-1-mesenchymal cell surface markers (Fig. S1A, Bi), consistent with a recent study confirming the expression of osterix in the hematopoietic lineage [41]. Similar results were obtained for the tumor cells (Fig. S1A, Bii). However, culturing of BMT and tumor cells [culture] led to the expansion of the mesenchymal population that was tdTomato-positive and diminished the hematopoietic population (Fig. S1A, Bi-Bii). Importantly, these cultured BMT and tumor-tdTomato-positive cells expressed high levels of osteogenic markers, indicating their osteoblast identity (Fig. S1C). In addition, BMT cells were able to differentiate toward the osteoblastic lineage, as validated by Alizarin red staining and mRNA levels of osteoblast markers, although less efficiently than tumor cells (Fig. S1D, E).

After demonstrating the tumorigenic ability of BMT cells, we investigated the molecular characteristics contributing to OS development. Therefore, we performed RNA sequencing (RNA-seq) analysis on the cultured control BM, BMT, and primary OS tumor cells of DKO mice. 

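RNA-seq libraries of cultured control BM cells (n = 4), BM cells of tumor-bearing DKO mice (BMT, n = 3) and primary DKO tumor cells (n = 3) were analysed with 6 libraries of DKO yBM cells, the 16 libraries called set 1 here. In DKO mice, Osx1-Cre deletes Wwox, a tumor suppressor gene, and Trp53, which encodes p53, and turns on the Rosa26-LSL-tdTomato reporter. Trp53 averaged 44.8 ± 6.14 TPM (SD, n = 4) in control BM. It was at 20.5%, 63.3% and 72.1% of the control mean in the libraries labelled DKO BMT 1, 2 and 3, and at 25.3%, 4.66% and 6.04% in those labelled DKO tumor 1, 2 and 3. Wwox was at 4.26, 3.13, 0.922 and 3.22 TPM in the 4 control libraries. It was at 4.74, 0.48 and 1.15 TPM in DKO BMT 1, 2 and 3, and at 2.92, 0.0546 and 0.19 TPM in DKO tumor 1, 2 and 3. Wwox thus goes against the label in the libraries labelled DKO BMT 1 and DKO tumor 1, while the paper states depletion of both genes from genomic PCR (Fig. 1B). It states loss of both proteins in cultured tdTomato-positive BM cells from an immunoblot (Fig. 1F). Trp53 goes against the label in those labelled DKO BMT 2 and 3, and over the 3 BMT libraries its log2 fold change of −1.08 did not pass the test (adjusted p = 0.259 from limma). Macrophage and other leukocyte markers, as the mean log2(TPM + 1) of a list, were at 5.55 to 8.03 in control BM and 6.58 to 7.0 in BMT. In the tumor libraries they were at 5.6, 0.48 and 0.65.

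RNA was prepared after 3 passages with a stranded poly-A kit and sequenced on a NextSeq 500. The methods call the control mice WT, and the series description calls them Cre-negative. The authors trimmed the reads, quantified transcripts with salmon and deposited TPM values per gene. TPM, which corrects for transcript length, sets each library to the same total, so the sequencing depth behind a value is unknown. Between 13123 and 13249 genes reached 1 TPM in the control libraries, 12707 to 12772 in BMT and 12461 to 12622 in tumor cells. Mitochondrial transcripts took 8.26% to 21.5% of the TPM in control BM (median 16.7%), 5.32% to 22.2% in BMT (median 12.4%) and 8.93% to 17.0% in tumor cells (median 15.7%). The 14404 genes with at least 1 TPM in at least 3 libraries were tested with limma on log2(TPM + 1), in a single fit of all groups of the set. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg), with no limit on the fold. Fold changes on this scale understate the change of genes of low expression.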

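On the first principal component (PC1), DKO tumor 2 and 3 were at −58.5 and −54.5, below the control libraries, while DKO tumor 1 at −2.8 lay within the control range of −8.0 to 46.1. DKO tumor 2 and 3 were also the tumor libraries with the lowest leukocyte markers. Along PC2 the control libraries were at 5.5 to 23.7, and the BMT and tumor libraries at −49.6 to 16.9. DKO BMT 1 was the lowest of them, followed by DKO tumor 1 at −26.6, and Wwox goes against the label in both. The mean positions of control BM and of the other libraries did not differ beyond chance on PC2 (exact permutation test, two-sided, p = 0.11) or on PC1 (exact permutation test, two-sided, p = 0.19), over 210 splits each. PC1 held 36.8% and PC2 16.0% of the variance of the 500 most variable genes. In this plane the mean distance was 41.6 between control BM and BMT, 63.3 between BMT and tumor cells and 66.5 between control BM and tumor cells. Distances within groups averaged 35.0 in control BM, 41.5 in BMT and 48.2 in tumor cells. Over 4200 arrangements of the libraries, the 3 groups were farther apart than within themselves (exact permutation test, p = 0.026). The p rose to 0.12 without DKO tumor 3 or control BM 4, 0.079 without DKO tumor 2, 0.07 with a pseudocount of 0.1, 0.057 without control BM 1 and 0.056 without DKO BMT 1 (all exact permutation tests).

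**Figure D1:**
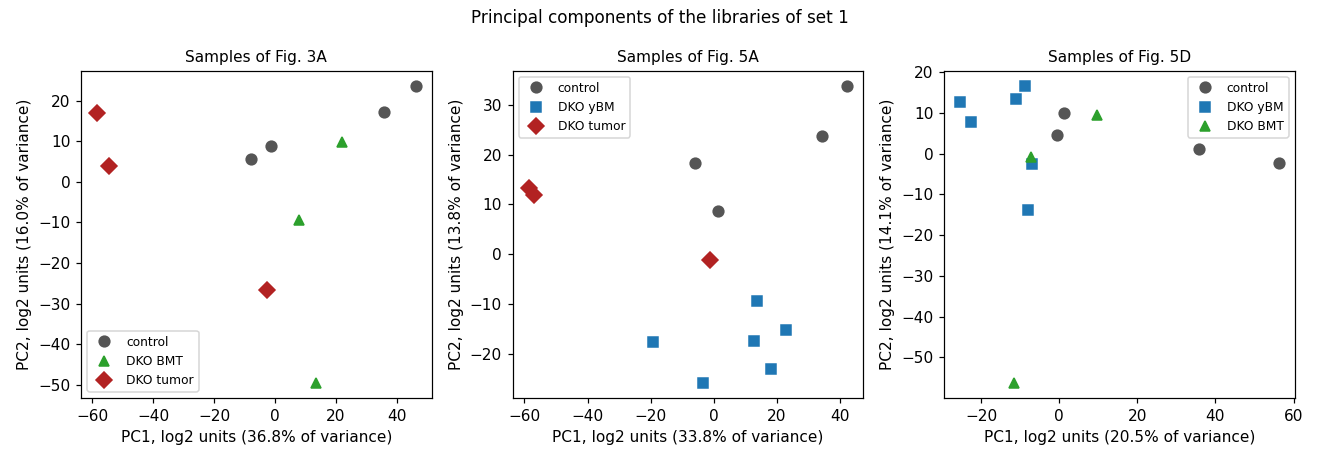
Principal components of the libraries of set 1, computed for the samples of Fig. 3A, Fig. 5A and Fig. 5D from the 500 genes of highest variance, with PC1 on the x axis and PC2 on the y axis, both in log2 units. Each point is a library, colored by group. In the samples of Fig. 3A, the control libraries lie between 5.5 and 23.7 on PC2.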

Using principal component analysis (PCA), we found that BMT and tumor cells clustered together in PC2 away from the control BM cells (Fig. 3A). Strikingly, these BMT cells had 164 mutual differentially expressed (DE) genes in the tumor cells, as shown in the Venn diagram analysis (Fig. 3B). 

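In BMT cells 339 genes differed from control BM, 138 higher and 201 lower, and in tumor cells 489 differed, 171 higher and 318 lower (limma, adjusted p under 0.05). Of these, 131 were called in both cell types in the same direction, 63 higher and 68 lower, and 0 in opposite directions. Single genes were named by a rule that asks for a call, groups that do not overlap and a mean of at least 5 TPM in the higher group. By this rule the largest rise in BMT on the log2(TPM + 1) scale was that of Tnn, a matrix glycoprotein of developing bone, at 197 ± 60.6 TPM (SD, n = 3) against 3.63 ± 2.64 in control BM (SD, n = 4), a log2 fold change of 5.58 (standard error 1.11, adjusted p = 0.0255). Fst, which encodes the activin inhibitor follistatin, was at 5.26 ± 2.83 TPM in BMT against 98.7 ± 12.6, a log2 fold change of −4.11 (standard error 0.70, adjusted p = 0.0106). By the same rule, the 8 largest changes in tumor cells were decreases of genes of macrophages and other leukocytes, Tyrobp, Clec4d, Lcp2, Pf4, Fcgr3, Mrc1, Fyb and Cd53. Among them, the chemokine gene Pf4 was at 1.09 ± 1.8 TPM against 92.7 ± 67.8 (log2 fold change −5.49, standard error 0.79, adjusted p = 0.00886). All BMT libraries lay above or below all control libraries for 16.8% of the tested genes, and all tumor libraries for 15.5%, where chance gives 5.71%.

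Both comparisons use the same control libraries, which alone make fold changes alike. In 100 simulations of unchanged groups with a shared control group, 0 genes were called in both, and independent lists would share 1.6 higher and 4.4 lower genes. Whether the simulations keep the differences between the real control libraries was not tested. Neither the simulations nor the independent lists model the pairing of BMT and tumor libraries that the legend of Fig. 3 states. Fewer genes were shared with the replicate number as a block. With a separate pair of control libraries for each comparison, 3 to 52 genes were shared over 6 ways to split them (median 5), with up to 52 called in opposite directions and correlations of −0.114 to 0.484 across genes. Without 1 of DKO BMT 1 to 3 or control BM 1, 2 and 4, 53 (without DKO BMT 3) to 193 genes were called in BMT. Tumor cells had 9 calls without control BM 4, 30 without DKO tumor 3, 50 without control BM 3 and 737 without control BM 1. The shared genes were 6 to 62 without 1 of control BM 3 and 4, DKO tumor 3 and DKO BMT 1 to 3, and 231 without DKO tumor 2. Without the libraries whose Wwox goes against the label, an alternative chosen after seeing the data, BMT had 62 calls, tumor cells 232 and both 26. Without those whose Trp53 goes against it, chosen likewise, which leaves DKO BMT 1 alone in its group and assumes that it varies like the others, they had 257, 325 and 52. Tnn and Fst were then not called in BMT (log2 fold changes 5.73 and −3.77, adjusted p = 0.116 and 0.0856). Nor were Clec4d, Fcgr3, Mrc1 and Cd53 in tumor cells (adjusted p = 0.0517 to 0.0611), whose log2 fold changes of −5.54, −4.95, −4.48 and −4.42 are those with all libraries. In the setting by Wwox, Tnn and Fst were not called either (5.5 and −4.29, adjusted p = 0.189 and 0.0933). Tnn also lost its call without DKO BMT 1 or 3 or control BM 4 (0.0605 to 0.0887), and Fst without DKO BMT 3 (0.0547). In tumor cells the calls of Tyrobp, Clec4d, Lcp2, Fcgr3, Mrc1 and Cd53 were lost without DKO tumor 2 or 3 or control BM 3 or 4 (0.0622 to 0.198), and that of Fyb without DKO tumor 3 or control BM 3 or 4 (0.071 to 0.119). With no filter, BMT had 135 calls and tumor cells 178, and Tnn (0.0574) and the 8 decreases apart from Pf4 (0.05 to 0.0934) were not called. A fit of only the 2 compared groups gave 46 and 21 calls and none of the 8 (0.0695 to 0.207). With the leukocyte level as a covariate, chosen after seeing the data, tumor cells had 12. Of the calls, 40.7% were higher in BMT and 35.0% in tumor cells, against 57.3% and 57.6% with median-ratio scaling and 61.7% and 67.3% with quantile normalization.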

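Rrp9, a protein of the U3 particle that processes ribosomal RNA, was at 52.8 ± 7.15 TPM in BMT (SD, n = 3) and 64.0 ± 20.7 in tumor cells (SD, n = 3), against 21.1 ± 4.4 in control BM (SD, n = 4). The log2 fold changes were 1.30 in BMT (standard error 0.27, adjusted p = 0.0305 from limma) and 1.52 in tumor cells (standard error 0.27, adjusted p = 0.0183). Ran, the GTPase of nuclear transport, was at 235 ± 45.7 TPM in BMT and 235 ± 63.3 in tumor cells against 111 ± 27.7, with log2 fold changes of 1.09 (standard error 0.23, adjusted p = 0.0332) and 1.08 (standard error 0.23, adjusted p = 0.0339). Rcc1, which loads Ran with GTP, was at 24.5 ± 10.4 and 23.5 ± 10.9 TPM against 8.97 ± 3.11, and did not pass the test (log2 fold changes 1.33 and 1.23, adjusted p = 0.0902 and 0.0981). It passed in both cell types with median-ratio scaling (adjusted p = 0.0353 in BMT and 0.0464 in tumor cells) and with quantile normalization (0.0281 and 0.0344), and in tumor cells without DKO tumor 2 (adjusted p = 0.037). Mylk, the myosin light chain kinase of contractile cells, fell to 31.7 ± 9.68 TPM in BMT and 44.0 ± 22.4 in tumor cells from 167 ± 50.8 (log2 fold changes −2.36 and −2.02, adjusted p = 0.0145 and 0.0317). Nid2, a basement membrane protein, fell to 13.4 ± 2.19 TPM in BMT and 27.8 ± 11.7 in tumor cells from 80.4 ± 31.3 (log2 fold changes −2.44 and −1.5, adjusted p = 0.00706 and 0.0442). Without control BM 4, Rrp9, Ran, Mylk and Nid2 were not called in tumor cells (adjusted p = 0.0703, 0.109, 0.097 and 0.109), nor Rrp9 and Ran in BMT (0.0778 and 0.0792). Leaving out DKO tumor 3 also ended these 4 calls in tumor cells (adjusted p = 0.0761 to 0.197), DKO BMT 1, 2 or 3 those of Rrp9 and Ran in BMT (0.0546 to 0.0906) and DKO BMT 2 that of Mylk in BMT (0.0528). In tumor cells, control BM 3 ended those of Ran, Mylk and Nid2 (0.0716 to 0.0783), and control BM 1, control BM 2 or DKO tumor 2 that of Nid2 (0.0523, 0.0644 and 0.0763). Without the libraries whose Trp53 goes against the label, which leaves 1 BMT library, Rrp9, Ran and Mylk were not called in BMT (0.0848, 0.0599 and 0.0941), at log2 fold changes of 1.51, 1.40 and −2.25. Nid2 was then not called in tumor cells (0.0572), at the same −1.5. With only the 2 compared groups in the fit, Rrp9 and Ran were not called in BMT (0.0967 and 0.145), nor any of the 4 in tumor cells (0.179 to 0.203), and with no filter Mylk and Nid2 were not called in tumor cells (0.0536 and 0.0831). In the setting by Wwox Rrp9, Ran and Mylk were not called in BMT at 1.19 (0.194), 0.94 (0.243) and −2.41 (0.119). In tumor cells Rrp9 was then at 1.41 (0.0887), Ran at 1.10 (0.138), Mylk at −2.29 (0.078) and Nid2 at −1.81 (0.0567), and none was called.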

Using unsupervised clustering analysis, we found that many OS-known genes were differentially upregulated (*Rrp9, Rcc1, Ran*), while others were downregulated (*Mylk, Nid2*) in the BMT and tumor cells compared to the control BM cells (Fig. 3C). Pathway enrichment analysis and gene set enrichment analysis (GSEA) revealed significant changes in genes associated with the cell cycle (E2F and Myc targets) and DNA repair pathways (Fig. 3D, E). 

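Of 58 tested members of the Myc targets V2 list, which holds many nucleolar genes, 9 rose in BMT and 16 in tumor cells, and none fell (34 and 40 rose when adjusted over the list alone). Nop56, a core protein of the snoRNPs that modify ribosomal RNA, was at 166 ± 52.6 TPM in BMT and 188 ± 59.8 in tumor cells against 56.6 ± 12.8 in control BM, with log2 fold changes of 1.52 and 1.69 (adjusted p = 0.0244 and 0.0183 from limma). Of 200 Myc targets V1, 22 rose in BMT and 28 in tumor cells and none fell (61 and 62 rose and 0 and 2 fell when adjusted over the list alone). Of 200 E2F targets, which act in replication and mitosis, 18 rose and none fell in BMT, and 29 rose and 2 fell in tumor cells (62 and 95 rose and 1 and 2 fell when adjusted over the list alone). Mybl2, a transcription factor of the cell cycle, was at 22.7 ± 4.87 TPM in BMT and 23.9 ± 11.7 in tumor cells against 3.91 ± 2.22 (log2 fold changes 2.36 and 2.31, adjusted p = 0.00896 and 0.0155). Of 36 genes of pre-replication and replication initiation, 6 rose in BMT and 8 in tumor cells (12 and 23 when adjusted over the list alone). Of 99 DNA repair genes, 4 rose and 2 fell in BMT, and 6 rose and 1 fell in tumor cells (15 and 23 rose and 2 and 2 fell when adjusted over the list alone). Rfc5, a subunit of the clamp loader, was at 26.7 ± 3.25 and 37.4 ± 20.5 TPM against 7.61 ± 2.16, while Mgmt, which removes alkyl groups from guanine, was at 2.24 ± 0.526 and 2.19 ± 1.24 against 8.09 ± 1.34. Of 37 p53 targets, 11 fell in BMT and 13 in tumor cells (18 and 24 when adjusted over the list alone), among them Ccng1, which encodes cyclin G1, at 24.0 ± 3.79 TPM in tumor cells against 197 ± 59.0. Mybl2, Rfc5 and Mgmt were not called in BMT without the libraries whose Trp53 goes against the label (adjusted p = 0.109, 0.127 and 0.0836), at log2 fold changes of 2.00, 1.89 and −1.53, against 2.36, 1.71 and −1.49 with all libraries. In the setting by Wwox, Nop56, Mybl2 and Rfc5 were not called in BMT (1.29, 2.54 and 1.63, adjusted p = 0.117 to 0.194) or tumor cells (1.67, 2.07 and 1.64, adjusted p = 0.0706 to 0.108). Mgmt was not called in BMT (−1.47, adjusted p = 0.105). Without DKO tumor 3 or control BM 4, none of these 4 was called in tumor cells (0.0585 to 0.0963). In BMT, Nop56 was not called without DKO BMT 1 or 2 or control BM 4 (0.0546 to 0.0717), and Mgmt without DKO BMT 2 or control BM 4 (0.0533 each). Rfc5 was not called there without any 1 BMT library or control BM 2 or 4 (0.0651 to 0.0937) or with no filter (0.0646). With only the 2 compared groups in the fit, none of the 4 was called in BMT (0.0755 to 0.105) or tumor cells (0.169 to 0.181).

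The lists were tested with camera at a preset correlation between genes of 0.01. The mean log2 fold changes of Myc targets V2 were 0.83 in BMT (adjusted p = 1.04e-19) and 0.92 in tumor cells (adjusted p = 2.1e-23), with adjusted p = 0.139 and 0.158 with an estimated correlation. E2F targets averaged 0.74 and 0.82 (adjusted p = 6.12e-23 and 2.06e-28, and 0.157 and 0.158 with an estimated correlation), and Myc targets V1 0.60 and 0.62 (6.12e-23 and 2.7e-23, and 0.139 and 0.158 with an estimated correlation). The replication initiation list averaged 0.91 and 1.04 (adjusted p = 1.36e-12 and 1.36e-15, and 0.157 and 0.158 with an estimated correlation), and DNA repair 0.36 and 0.39 (2.27e-06 and 2.69e-07, and 0.281 and 0.318 with an estimated correlation). For p53 targets, at means of −1.12 and −1.41 (adjusted p = 2.43e-13 and 1.15e-16), the call held with an estimated correlation (adjusted p = 0.0043 and 0.00141). Leukocyte markers moved with the tumor group, where 12 of 22 fell (mean log2 fold change −4.50, adjusted p = 1.5e-14, and 0.195 with an estimated correlation), and not with BMT (mean 0.09, adjusted p = 0.484).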

Taken together, these data suggest that BMT cells isolated from OS-bearing mice are tumorigenic and, to a large extent, mirror OS tumor cells.

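Between tumor cells and BMT, 37 genes were called, 8 higher and 29 lower in tumor cells (limma). Spi1, the transcription factor PU.1 of myeloid cells, was at 15.3 ± 26.3 TPM in tumor cells (SD, n = 3) and 323 ± 188 in BMT (SD, n = 3), a log2 fold change of −6.13 (standard error 1.16, adjusted p = 0.0472). Tnfrsf11a, which encodes the RANK receptor of osteoclasts, had a log2 fold change of −3.31 (adjusted p = 0.0364). Myl9, a myosin light chain of contractile cells, was at 2130 ± 233 TPM in tumor cells and 568 ± 197 in BMT (log2 fold change 1.97, standard error 0.38, adjusted p = 0.0473). Among 14 smooth muscle and contractile genes, 1 rose, and 7 when adjusted over the list alone (mean 1.54, adjusted p = 1.37e-10 by camera, and 0.144 with an estimated correlation). Among 22 leukocyte markers, 1 fell, and 20 when adjusted over the list alone (mean −4.59, adjusted p = 1.24e-20 by camera, and 0.144 with an estimated correlation). The mean log2 fold change of Myc targets V2 was 0.09 (adjusted p = 0.133), and that of E2F targets 0.08 (adjusted p = 0.104). With an estimated correlation the adjusted p was 0.818 for each. Leaving out 1 library, Myc targets V2 were called higher in tumor cells without DKO tumor 2 (mean 0.31, adjusted p = 6.95e-05) and without DKO BMT 1 (mean 0.23, adjusted p = 0.0302), and not without DKO tumor 3 (adjusted p = 0.882). E2F targets were called higher without DKO tumor 2 (mean 0.26, adjusted p = 7.24e-05) and without DKO BMT 2 (mean 0.18, adjusted p = 0.000573). Without 1 library the count of genes was 0 (DKO tumor 2), 1 (DKO BMT 3), 2 (DKO BMT 2), 24 (DKO tumor 3), 91 (DKO BMT 1) or 405 (DKO tumor 1). It was 61 without the libraries whose Trp53 goes against the label, where Spi1, Tnfrsf11a and Myl9 were not called (log2 fold changes −4.78, −2.03 and 2.59, adjusted p = 0.309, 0.287 and 0.0513). Leaving out DKO tumor 2 or 3 or DKO BMT 2 or 3 also ended the calls of Spi1 and Tnfrsf11a (0.0685 to 0.249), and any of these or DKO BMT 1 that of Myl9 (0.0683 to 0.212). Myl9 was not called in the setting by Wwox either (1.71, adjusted p = 0.249), where 187 genes were. Limma called 0 genes with median-ratio scaling and 0 with quantile normalization, and 194 with a pseudocount of 0.1. Spi1, Tnfrsf11a and Myl9 were then at −6.07, −3.26 and 1.97 with median-ratio scaling (adjusted p = 0.0711 each) and at −5.88, −3.09 and 2.02 with quantile normalization (0.0765 each). The count was 3 with no filter and 3 with only the 2 groups in the fit, where the 3 genes were not called (0.0784 to 0.11 and 0.219 to 0.254). It was 98 with the stricter filter, 170 with library weights and 0 with the leukocyte level as a covariate, chosen after seeing the data. Rescaling without mitochondrial genes, chosen likewise, ended the calls of Spi1 and Myl9 (0.053 and 0.0535). The legend of Fig. 3 calls these BMT cells paired with the tumors, and with the replicate number as a block 0 genes were called, where 1861 passed an unadjusted p under 0.05 without the block or another scaling. The block also joined control and yBM libraries that share only a number, so the pairs of BMT and tumor cells alone were not tested. From the shared genes and pathways and the tumor formation by BMT cells, the paper proposes that BMT cells largely mirror OS tumor cells.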

**Fig. 3:**
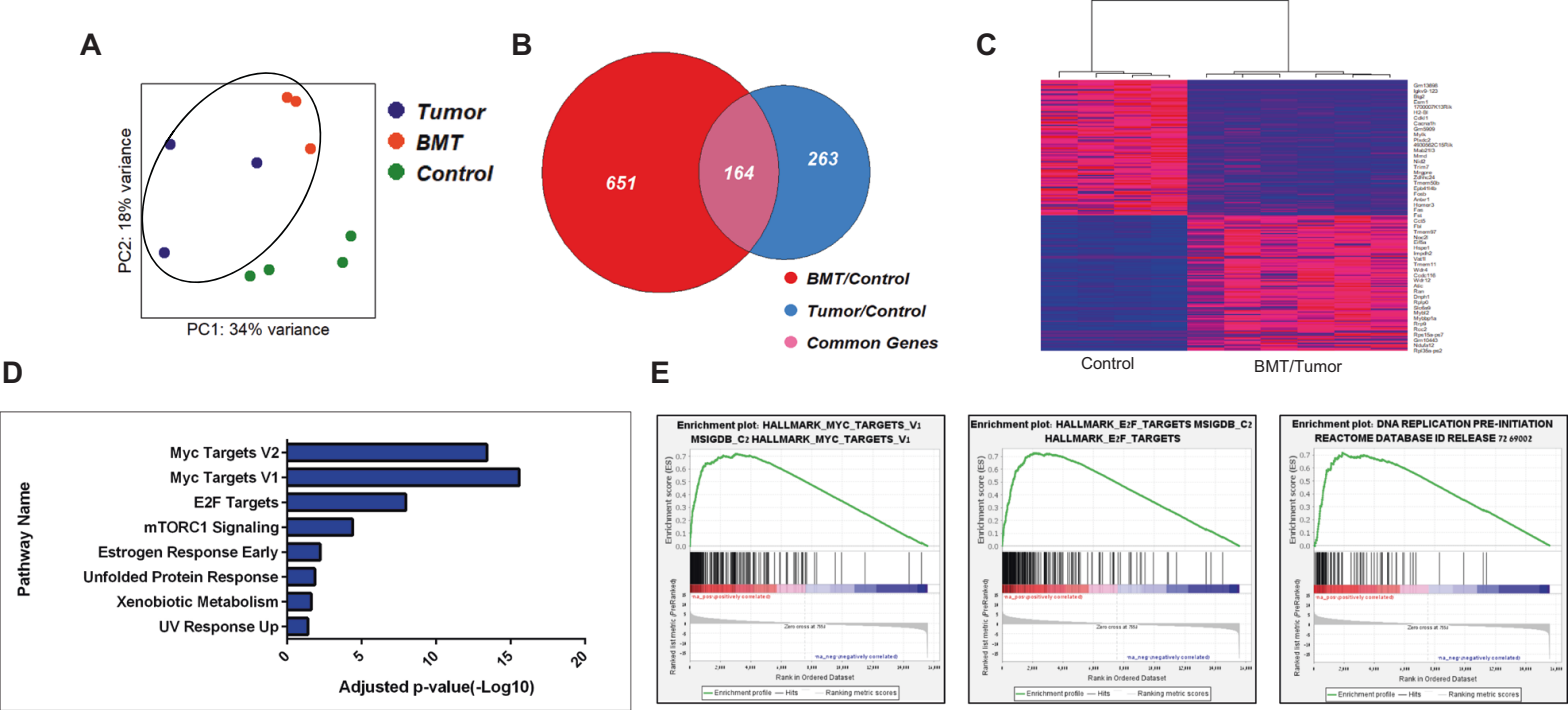
Molecular similarity between BMT and tumor cells. **A** Principal component analysis (PCA) plot of tumor cells (*n* = 3), their paired BM cells (BMT) (*n* = 3) and control BM cells (*n* = 4). **B** Venn diagram analysis of tumor cells (*n* = 3), their paired BM cells (BMT) (*n* = 3) compared to the control. 164 are common genes between BMT and tumor cells. **C** Heat map illustration showing differentially expressed genes in Control and BMT/Tumor cells. **D** Pathway enrichment analysis. **E** Gene Set Enrichment Analysis (GSEA) of differentially expressed genes between Control and BMT/tumor cells.

### young BM (yBM) cells exhibit tumorigenic ability

Our data imply that the BMT cells of DKO mice have tumorigenic abilities. Hence, we hypothesized that they might be used as proxies to dissect early molecular events contributing to osteosarcomagenesis. To address this, we collected BM cells from young non-tumor bearing mice (yBM) of different ages (1.5–6 months) of DKO mice and examined their cellular and molecular features. Intriguingly, we found that there was an increase in the percentage of tdTomato-positive cells in both wild type and genetically manipulated (DKO) yBM cells, which expanded with time in the latter (Fig. 4A).

**Fig. 4:**
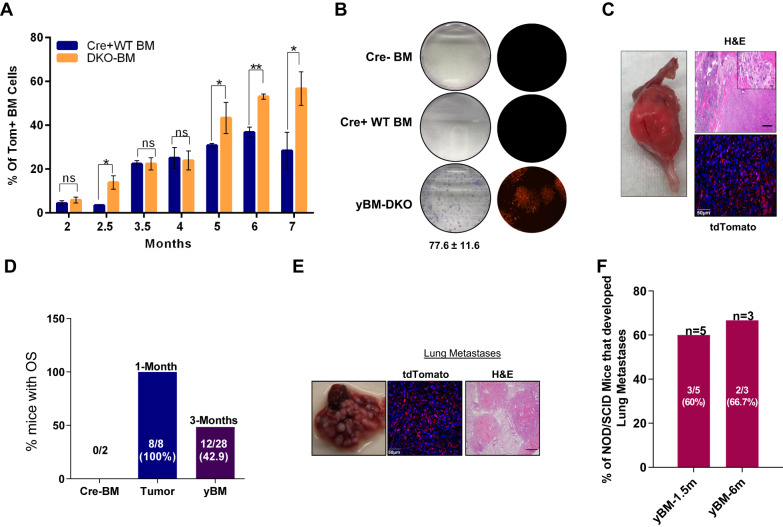
young BM (yBM)-derived cells exhibit tumorigenic and metastatic ability. **A** Summary graph of flow cytometry analysis of the percentage of tdTomato-positive cells in the genetically manipulated BM (DKO BM) and wild-type BM cells (Cre+ WT BM) at different ages (*n* = 3). **B** Colony formation assay of BM cells from young non-tumor bearing mice (yBM-DKO) (*n* = 9), BM cells from Cre negative mice (Cre-BM) (*n* = 3) and Cre+ WT mice (Cre+ WT BM) (*n* = 3). Giemsa-stained colonies-left panel, fluorescent microscope images of the colonies-right panel, 77.6 ± 11.6-represents the number of colonies in yBM-DKO. **C** OS tumors developed in immunocompromised mice after 3–4 months of Intratibial (IT)-injection of yBM cells. H&E staining of the developed OS tumors. Histological validation represents fibroblastic/osteoblastic OS-upper panel. Immunofluorescence staining of the developed tumors. Red signal represents the endogenous tdTomato, blue signal represents the nuclear staining-hoechst. **D** Bar graph representing the percentage of immunocompromised mice that developed OS following IT injection of yBM, tumor and control (Cre-BM). **E** Light microscope images, tdTomato immunofluorescence and H&E staining respectively representing lung metastasis in NOD/SCID mice after intravenous injection (IV) of yBM cells. **F** Bar graph representing the percentage of NOD/SCOD mice that developed lung metastasis after IV injection of yBM cells (collected from 1.5 and 6-months old mice).

We next validated that the yBM cells were of mesenchymal origin (Fig. S2A, B), as observed previously for BMT cells. In addition, these yBM cells exhibited increased levels of osteogenic markers (Fig. S2C) and differentiation capability, as assessed by Alizarin Red staining and qPCR analysis (Fig. S1D, E). Remarkably, yBM cells isolated from DKO mice were able to form colonies (Fig. 4B) and generate OS tumors upon IT injection in immunocompromised mice (Fig. 4C). The latency of forming OS tumors was 3-months with penetrance that ranged from 36–50% (Fig. 4D). Histological analysis of these tomato-positive tumors revealed both fibroblastic and osteoblastic characteristics (Fig. 4C). Altogether, these findings support our initial assumption that the BM cells in our DKO OS model can be used as a surrogate to investigate osteosarcomagenesis.

As the main hurdle in OS is the detection of lung metastasis at diagnosis, we tested whether these DKO yBM cells from non-tumor-bearing mice could exhibit migration and invasion abilities. Remarkably, DKO yBM cells, as well as BMT and tumor cells, demonstrated migration and invasion abilities, as validated by a wound healing assay in vitro (Fig. S2D, E). To further validate migration and invasion abilities in vivo, we intravenously injected yBM cells into NOD/SCD mice. Surprisingly, these cells were able to colonize the lungs and form nodules, as validated by immunofluorescence and H&E staining (Fig. 4E), as indicated in the bar graph (Fig. 4F). Taken together, these data suggest that DKO yBM cells isolated from non-OS-bearing mice display tumorigenic traits that could potentially reflect changes in OS tumor cells.

### Early molecular changes contributing to osteosarcomagenesis

Our previous results have demonstrated the tumorigenic ability of yBM cells isolated from non-OS-bearing mice. Next, we investigated the molecular characteristics of yBM DKO cells that contribute to OS development. Therefore, we performed RNA-seq analysis on control BM, yBM, and primary OS tumor cells of DKO mice. 

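The 6 yBM libraries of set 1 came from DKO mice without tumors, 3 aged 1.5 months and 3 aged 4 months, and were compared with the same 4 control libraries. Trp53 was at 36.1%, 29.1%, 8.09%, 18.5%, 22.2% and 23.0% of the control mean in DKO yBM 1 to 6, a log2 fold change of −2.13 (standard error 0.44, adjusted p = 0.0185 from limma), which was not called without control BM 4 (adjusted p = 0.0513) or with DKO yBM 1 as the only yBM library (−1.41, adjusted p = 0.357). Wwox was at 0.335 TPM in DKO yBM 1 and at 3.23, 3.26, 4.04, 2.46 and 2.52 TPM in DKO yBM 2 to 6, which is 85.1% to 140% of the control mean. In these 5 libraries labelled DKO yBM, Wwox thus goes against the label, although Trp53 was low in each. Over all 6, the log2 fold change of Wwox was −0.11 (adjusted p = 0.905). Leukocyte markers were at a mean log2 level of 3.96 to 7.38 in yBM. As a list they had a mean log2 fold change of −0.64 against control BM and did not stand apart from other genes by camera, whose direction was upward (adjusted p = 0.987). With DKO yBM 1 as the only yBM library their mean was 0.64, with no spread of its own for a test. Between 12113 and 12640 genes reached 1 TPM in the yBM libraries, and mitochondrial transcripts took 10.9% to 23.1% of the TPM (median 15.7%).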

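The 6 yBM libraries lay close together, at a mean distance of 21.1 in the plane of PC1 and PC2, and apart from both other groups. Their mean distance was 46.9 from control BM and 56.6 from tumor cells, and control BM and tumor cells were 61.9 apart. Distances within groups averaged 33.5 in control BM and 39.5 in tumor cells. On PC2 the control libraries were at 8.7 to 33.9, the tumor libraries at −1.2, 13.3 and 12.0, and the yBM libraries at −25.9 to −9.5. Control BM differed on PC2 from the yBM and tumor libraries taken together (exact permutation test over 715 splits, two-sided, p = 0.0042). It did not on PC1 (exact permutation test, two-sided, p = 0.15). All yBM libraries lay below the control range on PC2, while DKO tumor 2 and 3 lay within it. The test on PC2 thus does not set tumor cells apart from control BM. PC1 held 33.8% and PC2 13.8% of the variance. The separation of the 3 groups was larger than in nearly all of 60060 arrangements (exact permutation test, p = 0.0001).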

Using PCA, we found that the yBM DKO and tumor cells clustered together away from the control BM cells (Fig. 5A). Strikingly, these yBM cells had 303 mutual genes with the tumor cells, as shown in the Venn diagram (Fig. 5B). In addition, when we compared the DE genes between yBM DKO and BMT cells, they clustered together away from the control BM cells (Fig. 5D). 

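In yBM cells 1125 genes differed from control BM, 241 higher and 884 lower, and 223 of them were also called in tumor cells in the same direction, 84 higher and 139 lower (0 in opposite directions). Fos, a subunit of the AP-1 transcription factor, was at 10.8 ± 4.03 TPM (SD, n = 6) against 163 ± 108 in control BM (SD, n = 4), a log2 fold change of −3.58 (standard error 0.78, adjusted p = 0.02 from limma). Btg2, an antiproliferative gene induced by p53, was at 4.71 ± 4.27 TPM against 45.1 ± 14.7 (log2 fold change −3.19, standard error 0.40, adjusted p = 0.00115). Serpine2, a secreted inhibitor of serine proteases, was at 23.2 ± 11.6 TPM against 266 ± 136 (log2 fold change −3.34, adjusted p = 0.0309). Slc13a5, a citrate transporter, rose to 66.7 ± 25.9 TPM from 3.74 ± 3.4 (log2 fold change 4.06, adjusted p = 0.0223). The groups did not overlap for 14.3% of the tested genes, where chance gives 0.95%.

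Of the genes called in yBM alone, 97.6% had the same sign in tumor cells. In 100 simulations of unchanged groups with a shared control group, as many genes of smallest p, chosen the same way, had the same sign in 82.9% on average (36.4% to 100%), and 16 of the simulations were as high as the observed share. The simulations shared at most 1 called gene, independent lists would share 2.9 higher and 19.5 lower genes, and split controls gave 3 to 60 (median 7.5), with up to 39 in opposite directions and correlations of −0.075 to 0.432. Without 1 of DKO yBM 1, 3, 5 and 6 or control BM 1, 2 and 4, 156 (without control BM 4) to 724 genes were called in yBM. Shared genes were 6 without control BM 4, 17 without DKO tumor 3, 34 without control BM 3 and 74 to 140 without 1 of the yBM libraries. Without the libraries whose Wwox goes against the label, which leaves DKO yBM 1 alone in its group and assumes that it varies like the others, 12 genes were called in yBM and 6 in both. Fos, Btg2, Serpine2 and Slc13a5 were then not called in yBM (log2 fold changes −3.51, −3.54, −4.16 and 3.95, adjusted p = 0.107 to 0.471). Fos also lost its call without control BM 2 or 4 (0.0518 and 0.0578), and Slc13a5 without control BM 1, 2 or 4 (0.0513 to 0.0617). Serpine2 lost it without DKO yBM 1, 3, 5 or 6 or control BM 1, 3 or 4 (0.0521 to 0.0884), or with no filter (0.0604). Higher genes were 21.4% of the yBM calls, 59.1% with median-ratio scaling and 63.6% with quantile normalization, and the median log2 fold change of all genes moved from −0.23 to −0.02 and 0.00.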

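BMT cells were nearer to yBM cells than to control BM in the plane of PC1 and PC2, at mean distances of 34.4 and 42.9, and yBM and control BM were 39.9 apart. The yBM libraries were 18.4 apart on average, the control libraries 35.3 and the BMT libraries 48.2, with DKO BMT 1 at −56.3 on PC2 away from the other two. On PC1, which held 20.5% of the variance, control BM was at −0.6 to 56.2 and the other libraries at −25.4 to 9.6 (exact permutation test, two-sided, p = 0.0098). On PC2, at 14.1% of the variance, they did not differ beyond chance (exact permutation test, two-sided, p = 0.76). The 3 groups separated at an exact permutation p of 0.016, which rose to 0.057 without control BM 4.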

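Between yBM and BMT cells, 206 genes were called in both against control BM in the same direction, 72 higher and 134 lower, and 0 in opposite directions. Slc9b2, a sodium/proton exchanger, was among the genes named by the rule in both, with log2 fold changes of 4.35 in yBM (adjusted p = 0.0213 from limma) and 4.76 in BMT (adjusted p = 0.0449). Tnn, the bone matrix glycoprotein, rose in yBM to 204 ± 189 TPM (SD, n = 6), a log2 fold change of 5.22 (standard error 0.93, adjusted p = 0.0114). Another 919 genes were called in yBM alone and 133 in BMT alone, and 98.7% of the former had the same sign in BMT. For as many genes of smallest p this share was 86.0% on average in the simulations of unchanged groups (46.3% to 99.9%), and 8 of 100 were as high. Simulations shared at most 1 gene, independent lists would share 2.3 higher and 12.3 lower genes, and split controls gave 6 to 50 (median 11.5), with up to 12 in opposite directions and correlations of 0.114 to 0.567. The count was 37 without control BM 4, 40 without DKO BMT 3 and 67 to 136 without 1 of the other BMT or the yBM libraries, control BM 1 or control BM 2, and 6 without the libraries whose Wwox goes against the label. Without those whose Trp53 goes against it, 69 genes were shared, and Slc9b2 was not called in BMT (log2 fold change 1.54, adjusted p = 0.593), nor was Tnn (5.73, adjusted p = 0.116). Slc9b2 was not called in BMT without DKO BMT 2 or 3 or any 1 control library (0.0502 to 0.152), or in yBM without control BM 2 or 4 (0.0537 and 0.0691). Its call in BMT was also lost with no filter (0.0915), a pseudocount of 0.1 (0.055) and only the 2 groups in the fit (0.158), and that of Tnn in BMT with no filter (0.0574). In the setting by Wwox neither Slc9b2 (3.59, adjusted p = 0.429) nor Tnn (4.56, adjusted p = 0.465) was called in yBM. The count was 395 with median-ratio scaling and 395 with quantile normalization.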

As shown in Fig. 5E, 471 genes were common between yBM and BMT cells. 

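Rrp9 and Mrto4, a ribosome assembly factor, were called higher in yBM, BMT and tumor cells. In yBM Rrp9 was at 44.9 ± 10.8 TPM (SD, n = 6), a log2 fold change of 1.04 (standard error 0.23, adjusted p = 0.0207 from limma), and Mrto4 at 67.2 ± 8.02 (log2 fold change 1.21, standard error 0.27, adjusted p = 0.0214). Ran rose as well, to 212 ± 22.2 TPM (log2 fold change 0.95, standard error 0.20, adjusted p = 0.0186). Without control BM 4, Rrp9, Ran and Mrto4 were not called in yBM (adjusted p = 0.0691, 0.0599 and 0.0721), nor Mrto4 without control BM 2 (0.0506). Mrto4 was not called either without control BM 4 in BMT and tumor cells (0.0971 and 0.105), without control BM 2 or 3 or DKO BMT 1, 2 or 3 in BMT (0.054 to 0.106), and without control BM 3 or DKO tumor 3 in tumor cells (0.0716 and 0.149). It was not called with only the 2 groups in the fit in BMT and tumor cells (0.153 and 0.196) or with no filter in BMT (0.0646). In the setting by Wwox, which leaves DKO yBM 1 alone, Rrp9, Ran and Mrto4 were not called in yBM (log2 fold changes 0.82, 1.10 and 1.31, adjusted p = 0.521, 0.455 and 0.455). Mrto4 was then not called in BMT and tumor cells either (1.07 and 1.39, adjusted p = 0.257 and 0.131). Eda2r, a p53 target of the TNF receptor family, fell in all 3 and was at 0.253 ± 0.18 TPM in yBM against 9.42 ± 3.68 in control BM (log2 fold change −3.0, adjusted p = 1.53e-05). The log2 fold changes of Eda2r were −2.87 in BMT and −2.86 in tumor cells, and −3.17 in yBM in the setting by Wwox, where it was not called (adjusted p = 0.182). Rcc1 at 15.6 ± 6.14 TPM (adjusted p = 0.203), Mylk at 79.4 ± 26.9 (adjusted p = 0.0736) and Nid2 at 44.8 ± 17.2 (adjusted p = 0.102) did not pass the test in yBM.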

Using unsupervised clustering analysis, we found that the upregulated and downregulated DE genes in the yBM and tumor cells, and in the yBM and BMT cells clustered together away from the control BM cells (Fig. S3A, B). 

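Of 200 E2F targets, 36 rose and 2 fell in yBM cells (53 and 3 when adjusted over the list alone), among them Spc24, a kinetochore protein, at 83.6 ± 37.7 TPM (SD, n = 6) against 18.3 ± 9.18 in control BM (log2 fold change 2.15, standard error 0.38, adjusted p = 0.0114 from limma). Of 58 Myc targets V2, 13 rose and none fell (16 when adjusted over the list alone), and of 200 Myc targets V1, 29 rose and 1 fell (41 and 1). Hspe1, the mitochondrial chaperonin 10, was at 295 ± 38.3 TPM against 157 ± 25.8 (log2 fold change 0.91, adjusted p = 0.019). Of 36 genes of pre-replication and replication initiation, steps at the start of S phase, 9 rose (16 when adjusted over the list alone), with Cdc45 of the replicative helicase at 15.3 ± 3.5 TPM against 6.47 ± 3.18 (log2 fold change 1.21, adjusted p = 0.0346). Of 99 DNA repair genes, 6 rose and 3 fell (6 and 4 when adjusted over the list alone), with Rfc4 of the clamp loader at 17.3 ± 3.74 TPM against 5.98 ± 1.79 (log2 fold change 1.41, adjusted p = 0.0173). Myc itself was at 21.4 ± 7.36 TPM in yBM and 25.5 ± 13.5 in control BM (log2 fold change −0.14, adjusted p = 0.855), and at 35.5 ± 22.8 in BMT (adjusted p = 0.677) and 46.7 ± 7.99 in tumor cells (adjusted p = 0.221).

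Mean log2 fold changes and camera tests were 0.52 for E2F targets (adjusted p = 2.33e-24, and 0.189 with an estimated correlation), 0.52 for Myc targets V2 (1.91e-17, and 0.187 with an estimated correlation) and 0.37 for Myc targets V1 (3.61e-21, and 0.187 with an estimated correlation). For replication initiation the mean was 0.79 (adjusted p = 6.69e-17, and 0.187 with an estimated correlation) and for DNA repair 0.16 (1.17e-05, and 0.372 with an estimated correlation). Of 37 p53 targets 21 fell (32 when adjusted over the list alone), at a mean of −1.46 (adjusted p = 2.88e-18, and 0.000869 with an estimated correlation). Immediate early genes averaged −1.73 with 6 of 15 lower (12 when adjusted over the list alone), at adjusted p = 3.91e-06, and 0.187 with an estimated correlation. With DKO yBM 1 as the only yBM library, Spc24, Hspe1, Cdc45 and Rfc4 were not called (log2 fold changes 1.86, 0.95, 1.01 and 1.85, adjusted p = 0.436 to 0.592). Hspe1 and Rfc4 were not called without control BM 4 (0.062 and 0.0569), nor Cdc45 without DKO yBM 1, 3, 4, 5 or 6 or control BM 2, 3 or 4 (0.053 to 0.11) or with no filter (0.0578).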

Pathway enrichment analysis and GSEA between yBM and tumor cells and between yBM and BMT cells revealed significant changes in genes associated with the cell cycle (E2F targets, Myc targets, and G_1_S transition) and DNA repair pathways (Fig. 5C, F–H), consistent with those observed between BMT and tumor cells (Fig. 3).

**Fig. 5:**
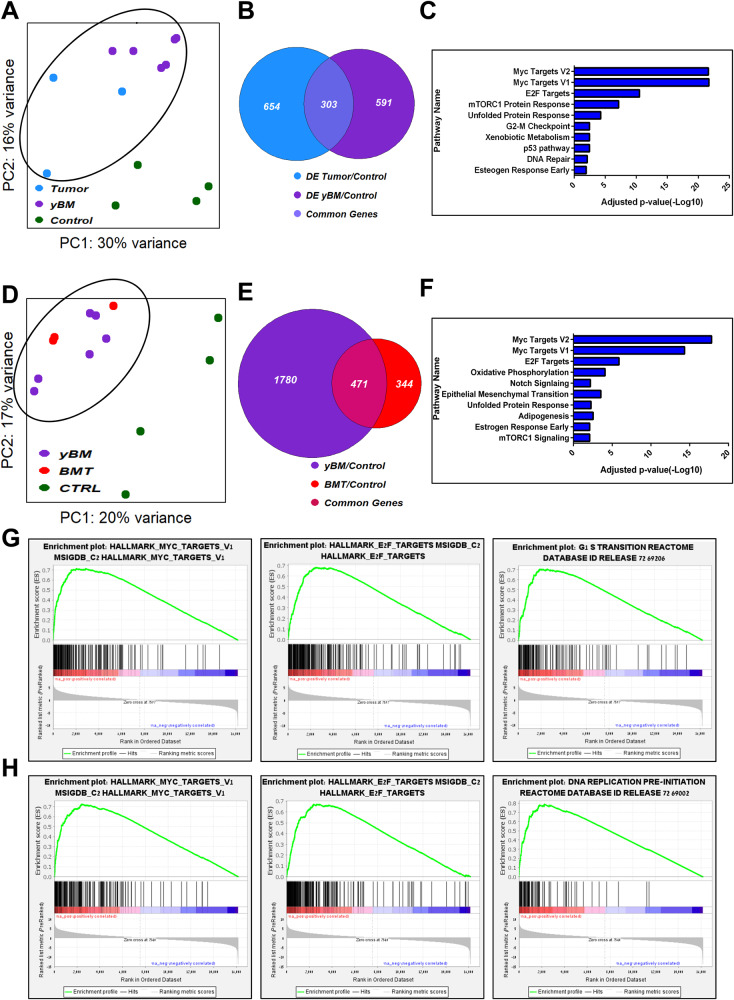
Early genes contributing to osteosarcomagenesis (yBM vs. tumor cells and yBM vs. BMT cells). **A** Principal component analysis (PCA) plot of tumor cells (*n* = 3), yBM cells (1.5, 4-months) (*n* = 6) and control BM cells (*n* = 4). **B** Venn diagram analysis of tumor cells (*n* = 3), yBM cells (1.5, 4-months) (*n* = 6) compared to the control BM cells (*n* = 4). 303 are common genes between yBM and tumor cells. **C** Pathway enrichment analysis of differentially expressed genes between yBM and tumor cells. **D** PCA plot of BMT cells (*n* = 3), yBM cells (1.5, 4-months) (*n* = 6) and control BM cells (*n* = 4). **E** Venn diagram analysis of BMT cells (*n* = 3), yBM cells (1.5, 4-months) (*n* = 6) compared to the control BM cells (*n* = 4). 471 are common genes between yBM and BMT cells. **F** Pathway enrichment analysis of differentially expressed genes between yBM and BMT cells. **G** Gene Set Enrichment Analysis (GSEA) of differentially expressed genes between control and yBM/tumor cells. **H** GSEA of differentially expressed genes between control and yBM/BMT cells.

Altogether, these data imply that there is a high similarity between DKO yBM, BMT, and OS tumor genetic makeup, making yBM cells of DKO mice a possible surrogate for studying OS.

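Across the 14404 tested genes, the log2 fold changes against control BM correlated at r = 0.711 between yBM and BMT, 0.556 between yBM and tumor cells and 0.484 between BMT and tumor cells. These are correlations across genes, which are not independent replicates, and shared controls alone gave 0.489 (0.025 to 0.862), 0.485 (0.03 to 0.832) and 0.403 (−0.44 to 0.769) in the simulations, ranges that hold the observed values. The covariances were 0.386, 0.337 and 0.336, against 0.121, 0.122 and 0.121 in the simulations. With separate control pairs the covariances averaged 0.253 for yBM and BMT, 0.203 for yBM and tumor cells and 0.203 for BMT and tumor cells. From the genes and pathways shared by these comparisons, the paper proposes a high similarity between DKO yBM, BMT and tumor cells and yBM cells as a possible surrogate for studying OS.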

### *Trp53* SKO yBM is not tumorigenic

To test whether this phenotype is WWOX-dependent we generated a traceable mouse model harboring a*Trp53* KO alone and expressing tdTomato (SKO^TOM^) under the control of the same Osx1-Cre model (Fig. S4A). SKO^TOM^ was validated using genomic PCR (Fig. S4B). Importantly, SKO^TOM^ mice developed OS tumors at a median age of 11 months (data not shown), as previously shown [11].

We next validated the expression of our genetic manipulation in the BM cells of SKO^TOM^ mice (Fig. S4C). Consistent with the DKO model, we observed an age-dependent increase in the percentage of tomato-positive cells (Fig. S4D). In addition, we found that these tomato-positive BM cells were of mesenchymal origin (Fig. S4E, F), like those observed in DKO^TOM^ mice. To further investigate the tumorigenic ability of SKO yBM cells, we injected them into NOD/SCID mice. None of the mice injected with SKO yBM cells formed tumors, even after 3–4 months of injection compared to DKO yBM cells where about 50% of the mice developed OS tumors (Fig. S5A, B).

### WWOX loss results in Myc alteration in yBM cells

To uncover whether Myc is a unique event in DKO yBM cells, we subjected SKO yBM cells to RNA-seq analysis. 

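A further 21 libraries, called set 2 here, hold 3 each of control BM, SKO yBM, DKO yBM, SKO BMT, DKO BMT, SKO tumor and DKO tumor cells. SKO mice lack Trp53 alone under the same Osx1-Cre and carry the same tdTomato reporter. Trp53 was low in each SKO and DKO library, at 1.35% to 8.19% of the control mean of 58.9 ± 20.4 TPM (SD, n = 3), apart from DKO BMT 2 at 23.8%. Wwox was at 4.05, 2.97 and 3.74 TPM in control BM, 7.42, 3.12 and 7.87 in SKO yBM 1, 2 and 3, and 0.78, 0.167 and 0.0288 in DKO yBM 1, 2 and 3. It was at 7.63, 2.78 and 6.94 TPM in SKO tumor 1, 2 and 3, and at 0.0164, 0.3 and 0.242 in DKO BMT 1, 2 and 3. Against their labels, the 3 libraries labelled DKO tumor held 5.23, 4.78 and 4.26 TPM of Wwox, and those labelled SKO BMT 2 and 3 held 0.102 and 0.0857 TPM, beside 11.8 TPM in SKO BMT 1. The immunoblot of Fig. 6G shows less WWOX protein in DKO than in SKO yBM, as the Wwox transcript does in set 2, and covers no tumor or BMT cells. Leukocyte markers were at a mean log2 level of 7.98 to 8.33 in control BM and 0.45 to 0.58 in SKO and DKO yBM, so that they separate control BM from both yBM groups. They reached 4.93 in SKO BMT 2 and 4.09 in DKO BMT 2.

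The columns of the control libraries give the group and no replicate number, and are called column 1, 2 and 3. The values are TPM from salmon as in set 1, so the depth is unknown, and the 14458 genes with at least 1 TPM in at least 3 libraries were tested with limma in a single fit of the 7 groups. At least 1 TPM was reached by 12151 to 13051 genes in control BM, 12367 to 12450 in SKO yBM, 11746 to 12512 in DKO yBM, 11001 to 12714 in SKO tumor and 12146 to 12497 in DKO tumor cells. In SKO BMT they numbered 11762 to 12458 and in DKO BMT 11372 to 12689. SKO tumor 2 had the fewest genes, at 11001, and mitochondrial transcripts took 26.8% of its TPM, where the other SKO tumor libraries had 14.9% and 15.1%. The mitochondrial share was 9.07% to 32.5% in control BM (median 13.6%), with 32.5% in column 1, 14.6% to 17.7% in SKO yBM (median 15.7%) and 6.87% to 15.0% in DKO yBM (median 9.62%). It was 10.4% to 12.3% in DKO tumor (median 12.1%), 7.39% to 20.1% in SKO BMT (median 8.40%) and 11.1% to 13.1% in DKO BMT cells (median 12.8%).

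**Figure D2:**
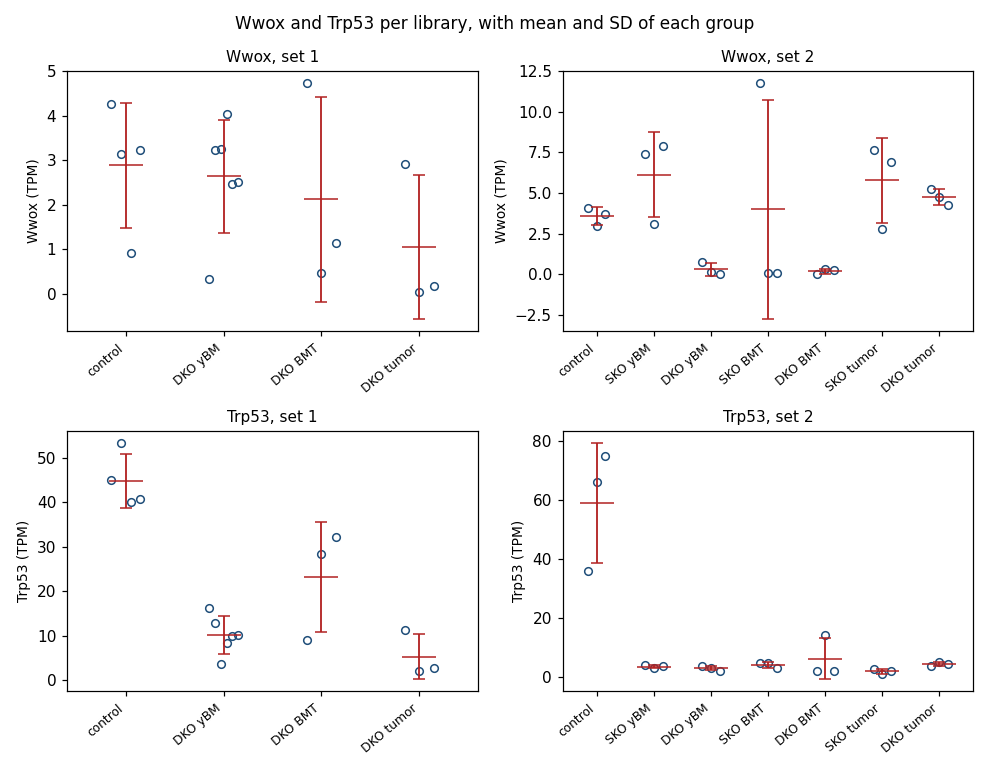
Wwox (upper panels) and Trp53 (lower panels) in TPM on the y axis for the groups of set 1 (left) and set 2 (right) on the x axis. Circles are libraries, and horizontal lines with bars are the mean and SD of each group. The libraries labelled DKO tumor of set 2 hold 4.26 to 5.23 TPM of Wwox.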

We found low expression of Myc and its targets in SKO yBM as compared to those in DKO cells. 

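Myc was at 58.3 ± 7.82 TPM in SKO yBM (SD, n = 3), 61.2 ± 8.51 in DKO yBM (SD, n = 3) and 17.5 ± 4.67 in control BM (SD, n = 3). Between DKO and SKO yBM the log2 fold change of Myc was 0.07 (standard error 0.62, adjusted p = 1 from limma), with values of 65.3, 51.5 and 67.0 TPM in DKO and 66.4, 50.8 and 57.7 in SKO. Against control BM, Myc did not pass the test in SKO yBM (log2 fold change 1.70, adjusted p = 0.0794) or in DKO yBM (1.77, adjusted p = 0.0544). With quantile normalization it was called in both (adjusted p = 0.0241 and 0.0138), and with median-ratio scaling in DKO yBM (adjusted p = 0.0211). Between DKO and SKO yBM limma called 3 genes in all, and 431 passed an unadjusted p under 0.05. The count was 8 without SKO yBM 2, 5 without DKO yBM 3 and 2 with median-ratio scaling or quantile normalization. It was larger with only the 2 groups in the fit and with library weights. None of the Myc targets V2 or V1 was among the 3 genes. As lists they were higher in DKO yBM, with mean log2 fold changes of 0.37 for Myc targets V2 (adjusted p = 1.97e-10 by camera, and 0.569 with an estimated correlation) and 0.21 for V1 (1.03e-10, and 0.569 with an estimated correlation). Members with the smallest p were Dctpp1, which cleans the pool of dCTP, at 60.2 ± 20.3 TPM in DKO and 29.7 ± 10.1 in SKO yBM, and Nhp2, a snoRNP protein, at 173 ± 66.3 and 89.1 ± 20.1, neither of which passed (adjusted p = 1). Of the 3 called genes, Amd2, a copy of the gene of a polyamine synthesis enzyme, was lower in DKO yBM (log2 fold change −3.71, adjusted p = 9.42e-05), and the gene models Gm25636 and Gm12191 were higher (adjusted p = 1.18e-09 and 0.0256). Reads of Amd2 may be shared with its near-identical copies, Gm25636 is listed at 0 outside DKO yBM, and Gm12191 is listed at 0 in every SKO yBM library. Smooth muscle and contractile genes as a list also differed between DKO and SKO yBM (adjusted p = 0.0031 by camera, and 0.887 with an estimated correlation). Extracellular matrix and osteoblast genes were called lower in DKO yBM only under some alternatives, such as quantile normalization (means −0.58 and −0.85, adjusted p = 0.000559 and 0.0306).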

In fact, the Myc target pathway was unique to yBM DKO cells (Fig. 6A, B). Both RNA-seq and qPCR data analyses indicated enhanced upregulation of Myc targets in DKO cells relative to that in SKO yBM cells (Fig. 6C, D). 

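Against control BM, 18 of 57 tested Myc targets V2 rose in SKO yBM and 36 in DKO yBM, and none fell (28 and 45 when adjusted over the list alone). Of 200 Myc targets V1, 65 rose and 2 fell in SKO yBM, and 99 rose and none fell in DKO yBM (92 and 129 rose and 2 and 2 fell when adjusted over the list alone). Nop56, the snoRNP protein, was at 138 ± 21.4 TPM in SKO yBM (SD, n = 3) and 212 ± 33.7 in DKO yBM (SD, n = 3) against 36.6 ± 1.72 in control BM, with log2 fold changes of 1.88 (standard error 0.37, adjusted p = 0.00188 from limma) and 2.49 (standard error 0.37, adjusted p = 9.34e-05). Gnl3, a nucleolar GTPase, was at 71.7 ± 16.3 TPM in SKO yBM against 21.0 ± 4.25 (log2 fold change 1.72, standard error 0.32, adjusted p = 0.00121). Myc targets V2 averaged log2 fold changes of 1.02 in SKO yBM (adjusted p = 4.99e-08 by camera, and 0.466 with an estimated correlation) and 1.40 in DKO yBM (4.76e-14, and 0.349 with an estimated correlation).

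In all, 1958 genes differed from control BM in SKO yBM (1025 to 1281 without SKO yBM 2, SKO yBM 3 or control column 1) and 2819 in DKO yBM (1627 to 1849 without DKO yBM 1, DKO yBM 3 or control column 1). Both shared 1648 genes in the same direction, and 1170 were called in DKO yBM and not in SKO yBM, 731 higher and 439 lower. Of these 1170, 1 was called between DKO and SKO yBM in the direct test and 95 had an unadjusted p under 0.05, while 1163 (99.4%) had the same sign in SKO yBM. In simulations of unchanged groups, as many genes of smallest p, chosen the same way, had the same sign in 78.9% on average (27.7% to 99.5%), and 1 of 100 was as high. The median log2 fold change of the 731 higher genes was 1.41 in DKO yBM and 0.99 in SKO yBM. They held 19 Myc targets V2, beside 17 called in both and 1 in SKO yBM alone, and 39 Myc targets V1, beside 60 and 7. The number called in DKO and not in SKO yBM was 341 without DKO yBM 3, 396 without DKO yBM 1 and 725 without control column 1. In both comparisons leukocyte markers fell, 22 of 22 in each, with means of −7.62 in SKO and −7.58 in DKO yBM (adjusted p = 3.2e-30 and 1.36e-24, and 0.116 and 0.223 with an estimated correlation).

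**Figure D3:**
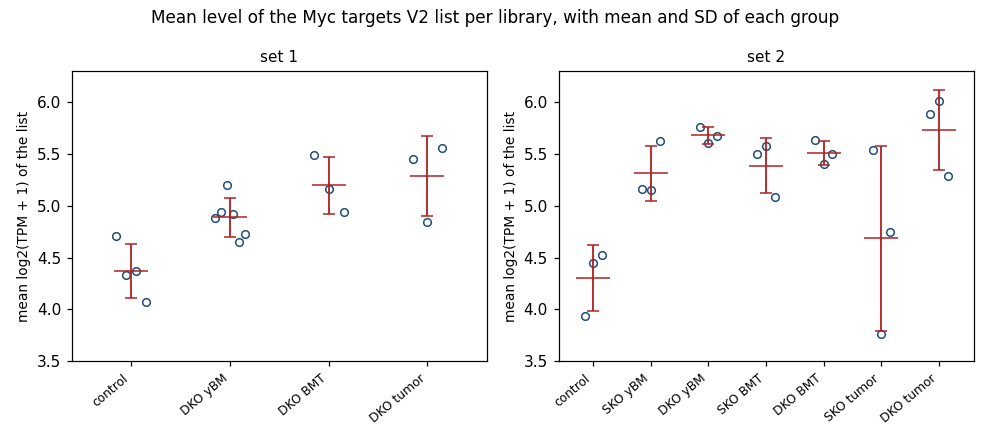
Mean log2(TPM + 1) of the Myc targets V2 list on the y axis for the groups of set 1 (left) and set 2 (right) on the x axis. Circles are libraries, and horizontal lines with bars are the mean and SD of each group. In set 2 the SKO yBM libraries are at 5.15 to 5.62, the DKO yBM libraries at 5.6 to 5.76 and the control libraries at 3.94 to 4.52.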

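Against control BM, the Myc target Mrto4 rose in both yBM groups, to 87.6 ± 20.0 TPM in SKO (SD, n = 3) and 158 ± 29.9 in DKO (SD, n = 3) from 28.8 ± 6.15, with log2 fold changes of 1.57 (standard error 0.33, adjusted p = 0.00284 from limma) and 2.42 (standard error 0.33, adjusted p = 2.74e-05). Mcm7, a subunit of the replicative helicase, rose to 66.8 ± 20.9 TPM in SKO and 95.6 ± 9.07 in DKO from 23.1 ± 6.64 (log2 fold changes 1.49 and 2.04, adjusted p = 0.0489 and 0.00664). Its call in SKO yBM was lost without any 1 of the SKO yBM or control libraries (adjusted p = 0.0651 to 0.199), with no filter (0.0804), with the stricter filter (0.0519) and with a pseudocount of 0.1 (0.05). Cad, which starts pyrimidine synthesis, was at 30.7 ± 20.5 TPM in SKO and 45.6 ± 12.7 in DKO against 7.63 ± 2.54, and passed in DKO (adjusted p = 0.0106) and not in SKO (adjusted p = 0.0718). Supv3l1, a mitochondrial RNA helicase, was at 18.6 ± 2.22 and 21.3 ± 0.417 TPM against 10.9 ± 2.11 and passed in neither (adjusted p = 0.182 and 0.0784). In folds of the control mean, Mrto4 was at 3.04 ± 0.695 in SKO and 5.49 ± 1.04 in DKO, Mcm7 at 2.88 ± 0.901 and 4.13 ± 0.392, Cad at 4.03 ± 2.69 and 5.98 ± 1.67, Supv3l1 at 1.70 ± 0.203 and 1.95 ± 0.0382, and Myc at 3.32 ± 0.446 and 3.49 ± 0.485. All 5 means were higher in DKO than in SKO yBM, and in the direct test none passed (limma, adjusted p = 1 each). The log2 differences were 0.85 for Mrto4 (standard error 0.33), 0.70 for Cad (0.62), 0.55 for Mcm7 (0.48) and 0.19 for Supv3l1 (0.35). With library weights, whose estimation stopped before converging in set 2, Mrto4 and Mcm7 were called (adjusted p = 0.00157 and 0.0351). On simulated data for this comparison the test found 52.7% of changes of 2 on the log2 scale and 3.5% of changes of 1.

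**Figure D4:**
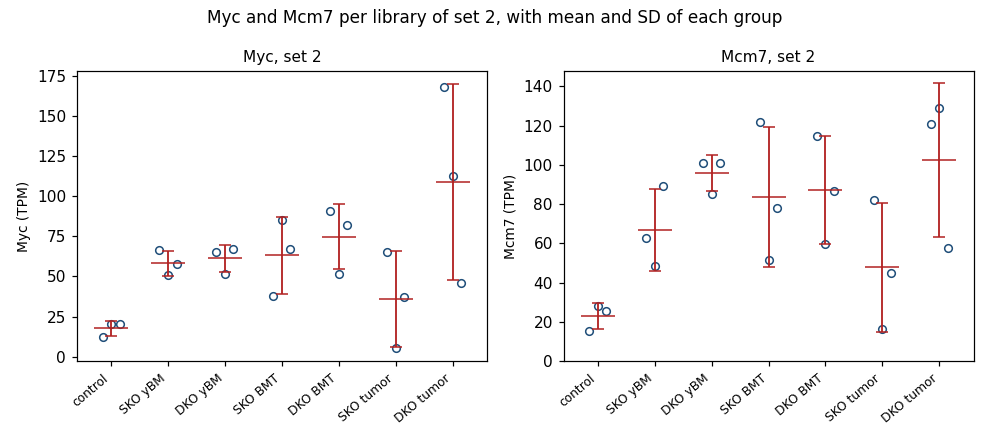
Myc (left) and Mcm7 (right) in TPM on the y axis for the groups of set 2 on the x axis. Circles are libraries, and horizontal lines with bars are the mean and SD of each group. Myc is at 50.8 to 66.4 TPM in SKO yBM and 51.5 to 67.0 TPM in DKO yBM.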

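Between the libraries labelled DKO tumor and SKO yBM, 6 genes were called, all lower in DKO tumor, and 4 of them were Hox genes, which pattern the body axis and limbs. Hoxa10 was at 0.321 ± 0.557 TPM (SD, n = 3) against 52.3 ± 7.87 in SKO yBM (SD, n = 3), a log2 fold change of −5.40 (standard error 0.89, adjusted p = 0.0363 from limma), and Hoxc10 at 0.487 ± 0.844 against 46.7 ± 2.91. Hoxa9, Hoxc11, the developmental gene Eya2 and the cytochrome gene Cyp4v3 were the other four. The count was 0 in limma without SKO yBM 1, SKO yBM 2, DKO tumor 2 or DKO tumor 3 and 1 without SKO yBM 3, and with all libraries 920 genes passed an unadjusted p under 0.05. It was also 0 in limma with median-ratio scaling, quantile normalization and a pseudocount of 0.1. The 6 genes then had adjusted p = 0.0933 to 0.149, 0.0818 to 0.119 and 0.0708 to 0.0856, with Hoxa10 at −5.24, −5.32 and −7.89. With no filter 3 genes were called, and the 4 Hox genes and Eya2 were not (0.0881 to 0.116). A fit of only the 2 groups gave 133 genes and library weights 426, and the former ended the call of Cyp4v3 (0.0534). Myc was at 109 ± 61.2 TPM in DKO tumor, 168, 113 and 45.9 in the 3 libraries, and did not pass the test (log2 fold change 0.71, standard error 0.62, adjusted p = 1). No Myc target was called, and as lists Myc targets V2 had a mean log2 fold change of 0.42 (adjusted p = 9.25e-10 by camera, and 0.576 with an estimated correlation), V1 of 0.24 (1.62e-09, and 0.576 with an estimated correlation) and E2F targets of 0.41 (3.24e-13, and 0.576 with an estimated correlation). Hspe1, with the smallest p among the targets, was at 385 ± 62.2 TPM in DKO tumor and 251 ± 60.3 in SKO yBM (adjusted p = 0.689). Wwox goes against the label in all 3 libraries labelled DKO tumor.

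Between DKO BMT and SKO yBM, 4 genes were called, 1 higher and 3 lower, among them Ctla2a, a cysteine protease inhibitor gene, at 40.8 ± 20.3 against 270 ± 41.6 TPM (log2 fold change −2.81, adjusted p = 0.0445). Bend5 and Amd2 were the other lower genes, and Gm12191 the higher one. The count was 1 without SKO yBM 1, 2 without SKO yBM 3, 7 without SKO yBM 2 and 13 without DKO BMT 2. With median-ratio scaling or quantile normalization it was 2, and Ctla2a was not called (log2 fold changes −2.66 and −2.83, adjusted p = 0.236 and 0.0867). Nor was Ctla2a called without any 1 SKO yBM library or DKO BMT 1 or 3 (adjusted p = 0.0807 to 0.181), with no filter (0.0881), with only the 2 groups in the fit (0.157) or rescaled without mitochondrial genes, chosen after seeing the data (0.0552). Bend5 was not called with no filter (0.107), and 14 genes were called with only the 2 groups and 27 with library weights. The mean log2 fold change of Myc targets V2 was 0.20 (adjusted p = 0.00152, and 0.955 with an estimated correlation), with adjusted p = 0.273 without DKO BMT 3, and that of V1 was 0.00 (adjusted p = 0.193). V1 was called higher with median-ratio scaling (mean 0.15, 0.0157), without SKO yBM 3 (0.14, 0.000763) and without DKO BMT 2 (mean 0.00, 0.0259). Myc was at 74.9 ± 20.5 TPM in DKO BMT (log2 fold change 0.32, adjusted p = 0.97). Leukocyte markers were higher in DKO BMT (mean 1.17, adjusted p = 1.91e-06, and 0.955 with an estimated correlation), at mean log2 levels of 0.39, 4.09 and 0.5 in DKO BMT 1, 2 and 3 against 0.45 to 0.55 in SKO yBM. Without DKO BMT 2 their mean was −0.05 and the call was lost (adjusted p = 0.294).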

Further comparisons of SKO yBM with DKO tumor and BMT cells indicated that Myc targets are unique to DKO tumors and BMT cells (Fig. S3C, D). Moreover, a comparison of SKO yBM cells and SKO tumor cells showed that Myc targets were unique to SKO tumor cells (Fig. S3E). 

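In SKO tumor cells, Myc was at 65.0, 5.33 and 37.2 TPM, a mean of 35.8 ± 29.9 (SD, n = 3), and Mcm7 at 47.8 ± 32.9, and neither passed the test against SKO yBM (log2 fold changes −1.23 and −0.70, adjusted p = 0.614 and 0.621 from limma). Myc targets as a list were lower in SKO tumor than in SKO yBM, with a mean log2 fold change of −0.63 for Myc targets V2 (adjusted p = 0.000171 by camera, and 0.929 with an estimated correlation) and −0.49 for V1 (0.00164, and 0.929 with an estimated correlation). Odc1, the first enzyme of polyamine synthesis, was at 105 ± 50.7 TPM in SKO tumor and 216 ± 18.1 in SKO yBM, and Nop2, an rRNA methyltransferase, at 33.8 ± 29.5 and 62.9 ± 10.8. No gene was called (0 in limma, with 958 at an unadjusted p under 0.05), and 1 was called without SKO yBM 3 or SKO tumor 2. E2F targets averaged −0.53 (adjusted p = 0.0136, and 0.929 with an estimated correlation), with adjusted p = 0.995 without SKO tumor 3, 0.733 without SKO yBM 3 and 0.264 without SKO tumor 2. Ribosomal protein genes averaged 0.18 (2.29e-17, and 0.929 with an estimated correlation), and 0.00 without SKO tumor 2 (0.136). Without SKO tumor 2, the library with the fewest genes, Myc targets V2 averaged −0.17 (adjusted p = 0.0548), without SKO tumor 3 −0.67 (0.135), without SKO yBM 3 −0.48 (0.0522) and without SKO tumor 1 −1.07 (3.56e-09). V1 was not called without SKO tumor 3 or SKO yBM 3 (0.866 and 0.272) or with the stricter filter (0.0798). The median log2 fold change of all genes was −0.34, and 0.04 with median-ratio scaling, under which Myc targets V2 averaged −0.15. V1 averaged 0.04 with that scaling and was not called (0.836). E2F targets were not called with median-ratio scaling (−0.05, 0.201), quantile normalization (−0.15, 0.0748), the stricter filter (−0.54, 0.236) or library weights (−0.15, 0.483). Nor were they called with lists without shared members (−0.51, 0.0589). Ribosomal protein genes averaged 0.04 with quantile normalization (0.0748), and with library weights Myc targets V2 averaged −0.21 (0.0684).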

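Against control BM, of 57 Myc targets V2, 4 rose in SKO tumor and 35 in the libraries labelled DKO tumor (2 and 45 when adjusted over the list alone), and of 200 Myc targets V1, 17 rose and 2 fell in SKO tumor and 93 rose and 2 fell in DKO tumor (6 and 125 rose and 1 and 3 fell when adjusted over the list alone). Mrto4 rose in both, to 77.5 ± 34.2 TPM in SKO tumor (SD, n = 3) and 123 ± 33.6 in DKO tumor (SD, n = 3), with log2 fold changes of 1.33 (standard error 0.33, adjusted p = 0.0105 from limma) and 2.05 (adjusted p = 0.000179), though in SKO tumor not without SKO tumor 1 (adjusted p = 0.0596) or with only the 2 groups in the fit (0.191). Myc rose in DKO tumor (log2 fold change 2.42, standard error 0.62, adjusted p = 0.0122) and did not pass in SKO tumor (0.48, adjusted p = 0.711). Its call in DKO tumor was lost without DKO tumor 1, DKO tumor 2 or control column 1 (adjusted p = 0.0636, 0.0527 and 0.0533). Myc targets V2 averaged log2 fold changes of 0.39 in SKO tumor (adjusted p = 5.24e-05 by camera, and 0.693 with an estimated correlation) and 1.44 in DKO tumor (3.04e-15, and 0.283 with an estimated correlation). The mean in SKO tumor was −0.04 without SKO tumor 1, where the direction of the test was still up (adjusted p = 0.0493), 0.86 without SKO tumor 2 and 0.20 without control column 1, and the mean log2 level of the list was 3.76 in SKO tumor 2 against 3.94 to 4.52 in control BM. Against control BM, 1674 genes were called in SKO tumor and 2486 in DKO tumor, and all 22 leukocyte markers fell in both, at means of −7.56 and −7.59 (adjusted p = 7.39e-27 and 2.04e-26, and 0.157 and 0.179 with an estimated correlation). With DKO tumor 2 left out, 1403 genes were called in DKO tumor. Higher genes were 17.4% of the calls in SKO tumor, 33.3% with median-ratio scaling and 45.8% with quantile normalization.

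Between the tumor groups, 0 genes were called by limma and 1213 passed an unadjusted p under 0.05, with 10 called without SKO tumor 3, 3 without SKO tumor 2, 2 without DKO tumor 1 and 1 without SKO tumor 1. Myc was 1.94 higher on the log2 scale in DKO tumor (standard error 0.62, adjusted p = 0.585). Over 17 alternatives this difference was 0.95 to 2.64, and Myc was called in none. Odc1 was at 301 ± 42.1 against 105 ± 50.7 TPM (adjusted p = 0.585). The mean log2 difference of Myc targets V2 was 1.05 (adjusted p = 1.31e-19, and 0.514 with an estimated correlation), and 0 of them passed singly, or 23 when adjusted over the list alone. This mean was 0.58 without SKO tumor 2 and 0.67 with median-ratio scaling. Wwox was at 2.78 to 7.63 TPM in SKO tumor and 4.26 to 5.23 in the libraries labelled DKO tumor, against 2.97 to 4.05 in control BM. The libraries labelled DKO tumor thus go against their label.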

Importantly, Myc targets were mutually expressed in SKO and DKO tumors (Fig. S3F), suggesting that the Myc pathway is indispensable at the tumor stage. These data indicate that Myc is a prominent pathway contributing to earlier stages of osteosarcomagenesis.

**Fig. 6:**
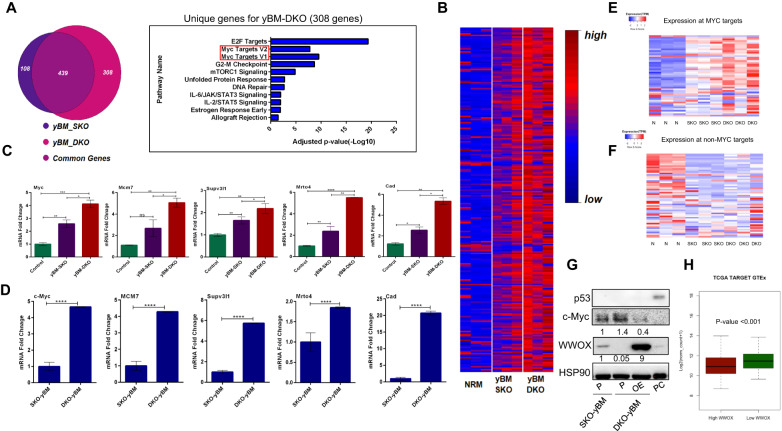
WWOX expression is inversely correlated with c-Myc in OS. **A** Venn diagram analysis of SKO and DKO yBM cells-left panel (*n* = 3), 308 genes are unique for yBM DKO. Bar graph representing the significant pathways (Myc Targets) unique for DKO compared to SKO yBM-right panel. **B** Heat map illustration showing the differentially expressed genes between control BM (NRM), SKO and DKO yBM cells (*n* = 3). **C** Bar graph representing reads from RNA sequencing data for some Myc target genes in control BM, SKO and DKO yBM cells. **D** mRNA levels of Myc target genes in DKO and SKO yBM cells. **E** Color coded heatmap of normalized expression (TPM) of top 50 genes harboring the highest Myc enrichment at promoters. **F** Color coded heatmap of normalized expression (TPM) of 50 genes depleted in Myc at promoters. **G** Immunoblotting of WWOX, c-Myc and p53 of SKO yBM and DKO yBM cells. P parental cell line, OE over expression, PC positive control, HepG2 cells treated with nutlin (MDM2-inhibitor). Quantification of WWOX and c-Myc protein levels relative to SKO are shown. **H** Box Plot representing the correlation between WWOX and Myc expression in human osteosarcoma samples from TCGA TARGET GTEx. High WWOX represents samples >75th percentile low WWOX represents <25th percentile, *y*-axis represents Myc expression. PV *p* value.

To further confirm that Myc targets are certainly upregulated in DKO yBM cells, we performed Myc-chromatin immunoprecipitation and sequencing (ChIP-Seq) on DKO yBM cells (Fig. S5G). We found that genes which are enriched in Myc at their promoters are indeed more expressed in the DKO compared to SKO yBM cells as opposed to genes depleted in Myc (Figs. 6E, F and S5C–E). This data implies a regulatory role of WWOX on Myc targets expression in yBM cells. We further examined consequences of WWOX re-expression on Myc levels in DKO yBM cells and found a significant reduction in Myc levels upon WWOX restoration (Fig. 6D). Remarkably, bioinformatical analysis of WWOX and Myc expression in human OS samples revealed a significant increase in Myc expression in human samples with low WWOX expression (Fig. 6H). These findings further strengthen our hypothesis that depletion of WWOX results in Myc upregulation as an early event in osteosarcomagenesis.

### MCM7 upregulation in DKO yBM cells contributes to their tumorigenic ability

Molecular analysis revealed that the Myc pathway was one of the most prominent and significant early events in DKO yBM cells. This is consistent with previous studies demonstrating the upregulation of Myc in human OS [42, 43]. 

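Of 200 E2F targets in DKO yBM of set 2, 98 rose against control BM and 2 fell (126 and 2 when adjusted over the list alone), with Tyms, which makes thymidylate, at 99.6 ± 16.3 TPM (SD, n = 3) against 13.3 ± 7.63 (log2 fold change 2.99, adjusted p = 0.000192 from limma). Of 36 replication initiation genes 18 rose (27 when adjusted over the list alone), with the primase gene Prim1 at 26.9 ± 5.0 TPM against 4.06 ± 2.04 (log2 fold change 2.54, adjusted p = 0.000229). Of 71 ribosomal protein genes 41 rose (50 when adjusted over the list alone), and of the p53 targets 19 fell (27 when adjusted over the list alone). Mean log2 fold changes were 1.32 for E2F targets (adjusted p = 9.62e-20 by camera, and 0.384 with an estimated correlation), 1.13 for Myc targets V1 (1.09e-20, and 0.305 with an estimated correlation) and 1.56 for replication initiation (5.88e-11, and 0.349 with an estimated correlation). For ribosomal protein genes the mean was 1.02 (4.76e-14, and 0.384 with an estimated correlation), and for p53 targets −1.60 (1.28e-10, and 0.305 with an estimated correlation). In SKO yBM the same lists averaged 1.16 for E2F targets (adjusted p = 1.15e-14, and 0.466 with an estimated correlation), 1.25 for replication initiation (2.85e-07, and 0.466 with an estimated correlation) and −1.51 for p53 targets (3.55e-12, and 0.209 with an estimated correlation). Leukocyte markers were at a mean log2 level of 7.98 to 8.33 in control BM, 0.45 to 0.55 in SKO yBM and 0.49 to 0.58 in DKO yBM. Leukocytes in the control cultures and the loss of Trp53 or Wwox thus cannot be told apart in these changes against control BM. Between DKO and SKO yBM, E2F targets differed by 0.16 (adjusted p = 6.54e-06, and 0.93 with an estimated correlation) and ribosomal protein genes by 0.46 (6.25e-24, and 0.569 with an estimated correlation). From the comparisons of SKO yBM with DKO yBM, BMT and tumor cells and of SKO with DKO tumors (Fig. 6A to D, Fig. S3C to F), the paper concludes that Myc is a prominent pathway in earlier stages of osteosarcomagenesis.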

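Mcm7, a subunit of the MCM helicase that unwinds DNA at replication forks, rose in all 3 DKO cell types of set 1. It was at 60.5 ± 17.3 TPM in yBM (SD, n = 6), 86.7 ± 14.8 in BMT (SD, n = 3) and 85.2 ± 35.8 in tumor cells (SD, n = 3), against 25.5 ± 9.35 in control BM (SD, n = 4). The log2 fold changes were 1.24 in yBM (standard error 0.30, adjusted p = 0.0253 from limma), 1.78 in BMT (standard error 0.35, adjusted p = 0.0244) and 1.67 in tumor cells (standard error 0.35, adjusted p = 0.0317). Each yBM, BMT and tumor library was above the highest control library at 35.6 TPM. Its partner Mcm5 rose as well, with log2 fold changes of 1.50 in yBM (adjusted p = 0.0338), 1.91 in BMT (adjusted p = 0.0442) and 1.79 in tumor cells (adjusted p = 0.0469). Cad and Supv3l1 did not pass the test in yBM (log2 fold changes 0.60 and 0.41, adjusted p = 0.466 and 0.268). The calls of Mcm7 and Mcm5 were lost in all 3 cell types without control BM 4 (adjusted p = 0.0637 to 0.144). Those of Mcm7 were also lost without control BM 2, DKO yBM 1 or DKO yBM 3 in yBM (0.0724, 0.0532 and 0.0503), without DKO BMT 2 or 3 in BMT (0.0591 and 0.0756), and without control BM 3 or DKO tumor 3 in tumor cells (0.0579 and 0.141). Those of Mcm5 were lost without control BM 2 or DKO yBM 1, 3, 5 or 6 in yBM (0.0538 to 0.0958), without control BM 2 or any 1 BMT library in BMT (0.0769 to 0.116), and without control BM 2 or 3 or DKO tumor 1 or 3 in tumor cells (0.071 to 0.209). With only the 2 groups in the fit Mcm7 was not called in BMT and tumor cells (0.0937 and 0.199), nor was Mcm5 (0.153 and 0.226), which was not called with no filter in any of the 3 (0.0603 to 0.0913). Without the libraries whose Wwox goes against the label, which leaves 1 yBM, 2 BMT and 2 tumor libraries, Mcm7 was not called in any of the 3, at log2 fold changes of 1.23 in yBM (adjusted p = 0.477), 1.92 in BMT (0.127) and 1.41 in tumor cells (0.147). Mcm5 was then at 1.73 (0.512), 2.07 (0.231) and 1.58 (0.272). Without those whose Trp53 goes against it, Mcm7 was not called in BMT, at 1.52 (0.175), nor Mcm5 in BMT, at 1.57 (0.283), and tumor cells, at the same 1.79 (0.0613).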

Intriguingly, RNA-seq analysis also showed the upregulation of Myc targets (Fig. S3G, H), including MCM7, which is related to cell cycle regulation and DNA replication [20]. MCM7 upregulation was validated at the mRNA (Fig. 7A) and protein levels as assessed by western blotting (Fig. 7B, upper panel). We further detected a higher level of Myc and MCM7 in DKO yBM cells relative to that in SKO yBM cells (Fig. S5F), which likely explains the higher survival and proliferative ability of DKO yBM cells (Fig. S5G).

**Fig. 7:**
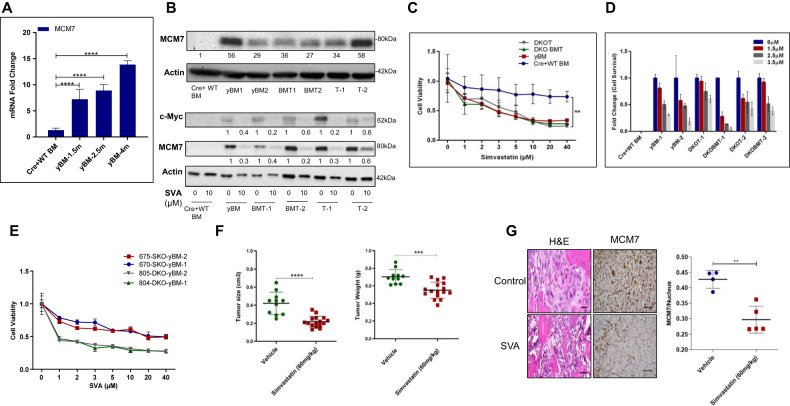
MCM7 upregulation promotes tumor progression. **A** mRNA levels of MCM7 in Cre+ WT BM (Control), DKO yBM collected form 1.5, 2.5- and 4-months non-tumor bearing mice (*n* = 3). ****p value < 0.0001. **B** Immunoblotting of MCM7 in Cre+ WT BM (Control), DKO yBM, BMT and tumor cells (numbers indicate biological repeats). Quantification of MCM7 protein levels relative to Cre+ WT BM cells (Control) are shown-upper panel. Immunoblotting of MCM7 and c-Myc in Cre+ WT BM (Control), DKO yBM, BMT and tumor cells (numbers indicate biological repeats) after SVA (µM) treatment for 24 h-lower panel. Quantification of MCM7 and c-Myc protein levels relative to non-treated cells are shown. **C** MTT-proliferation assay of Cre+ WT BM (Control), DKO yBM, BMT and tumor cells after SVA (µM) treatment for 24 h. The graph represents fold change of cell viability relative to non-treated cells of each group. **D** Clonogenic assay of Cre+ WT BM (Control), DKO yBM, BMT and tumor cells (numbers indicate biological repeats) after SVA (µM) treatment for 24 h. The graph represents fold change of cell survival relative to non-treated cells of each group. **E** MTT-proliferation assay of SKO and DKO yBM cells (two biological repeats for each group) after SVA (µM) treatment for 24 h. The graph represents fold change of cell viability relative to non-treated cells of each group. **F** Average size (cm^3^) and weight (g) of the vehicle or SVA (60 mg/kg) treated tumors that developed in NOD/SCID mice after IT injection of yBM cells (*p value < 0.05, **p value < 0.01). **G** H&E staining of the Control (vehicle) and SVA treated tumors demonstrating the osteoblastic/fibroblastic characteristics of OS, IHC staining of MCM7 of the control (vehicle) and SVA treated tumors-left panel, quantification of the MCM7 positively stained nuclei compared to the control- right panel (**p value < 0.001).

Targeting MCM7 by statins has recently been shown to have an inhibitory effect on the proliferation of tumor cells [24]. We next examined the effect of MCM7 inhibition on the proliferation of DKO yBM, BMT, and mouse OS tumor cells. We found that increased doses of simvastatin (SVA), previously shown to inhibit MCM7 [24], inhibited the growth of yBM cells similar to that of OS tumor cells and BMT, but did not affect control BM cells (Fig. 7C). In addition, we observed a dose-dependent inhibitory effect on the survival of DKO yBM, BMT, and tumor cells (Fig. 7D). This treatment was accompanied by decreased MCM7 and Myc protein levels (Fig. 7B, lower panel), consistent with a previous work [25]. Moreover, the DKO yBM was more sensitive to SVA than the SKO yBM (Fig. 7E).

Next, we examined the inhibitory effect of SVA on tumor growth in vivo. After tumor detection due to IT injection of DKO yBM in immunocompromised NOD/SCID mice, the mice were treated with vehicle or SVA (60 mg/kg/day) via gavage for an additional 10 days. We observed a significant decrease in the tumor size and weight following SVA treatment (Fig. 7F). Interestingly, we also noticed a significant reduction in MCM7 levels in SVA-treated tumors, as validated by IHC (Fig. 7G). Collectively, these data imply that MCM7, a Myc target gene, plays an important role in the early stages of osteosarcomagenesis.

## Discussion

High genetic heterogeneity and chromosomal instability contributes to worse prognosis [3]. Hence, understanding the early molecular events in osteosarcomagenesis is crucial and could provide insights into early biomarkers and aid in the development of alternative therapies. In the present study, using the *Osterix1-cre* transgenic mouse model, we showed that deletion of *Wwox* and *Trp53* (DKO), while expressing the tdTomato reporter, resulted in the presence of genetically manipulated osterix-expressing cells in the BM. Interestingly, these genetically manipulated cells collected at the time of tumor detection expressed mesenchymal and osteoblastic markers, similar to OS tumor cells. In addition, BM cells isolated from DKO non-OS-bearing mice exhibited tumorigenic traits, as well as cellular and molecular changes resembling those of OS tumor cells and paired BM cells from OS-bearing mice. Our traceable OS mouse model facilitated examination and validation of molecular changes that occur during the early stages of osteosarcomagenesis. We found that Myc and its target genes were key players in the early stages of OS development. Inhibition of these targets may hamper the development of OS.

The cell of origin for OS remains controversial, with some studies suggesting that MSCs are the cell of origin [44]. p53 has been extensively shown to play a central role in OS development in both human and mouse models [28, 45]. Interestingly, p53 knockdown alone is not enough to transform human MSCs (hMSCs) to induce osteosarcomagenesis [44], which may indicate that at this stage, there is a need for additional hits to trigger the initiation of osteosarcoma. Consistent with these results, our data demonstrate that murine yBM cells collected from mice harboring the deletion of *Trp53* alone (SKO) were not tumorigenic, whereas yBM cells collected from DKO mice harboring the deletion of both *Wwox* and *Trp53* exhibited tumorigenic traits and closely resembled OS tumor cells. These findings indicate that loss of WWOX at earlier stages of tumorigenesis promotes osteosarcomagenesis. Our observation is in agreement with a previous study [44] that demonstrated that human MSCs transformed by Rb knockdown and c-Myc overexpression resulted in OS development and that these cells lost their mesenchymal stem cell markers and became more committed to the osteoblast lineage [44]. Interestingly, we detected both mesenchymal and osteoblast markers in BM-MSCs using our yBM model. This may indicate that the specific genetic manipulation of the combined loss of WWOX and p53 under the *Osterix* promoter in our model could provide cells with plasticity to express both mesenchymal and osteoblast markers, thus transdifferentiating and contributing to the formation of a histological spectrum of OS.

OS is generally associated with alterations in the expression of genes involved in cell cycle regulation and apoptosis [46]. Myc also plays an important role in the development and progression of OS. Notably, more than 10% of OS patients have c-Myc amplification [42, 43] and many more exhibit overexpression of Myc [15, 47]. Interestingly, our yBM collected from a tumor free mouse and BMT cells share several genes with OS tumors. These genes are related to the cell cycle pathway, DNA repair, E2F and c-Myc targets. Detecting high levels of Myc in OS tumors is consistent with previous studies [15, 47], however its expression in yBM of DKO cells further strengthen that these cells resemble OS tumors and their indispensable role in osteosarcomagenesis.

Remarkably, our DKO yBM cells expressed high levels of Myc in comparison to SKO-yBM cells, and this differential expression of Myc and its target genes resulted in cellular advantage to DKO yBM, both in vitro and in vivo. Although c-Myc upregulation has been shown in p53-deficent OS tumors [48], our study provides clear evidence that combined deletion of WWOX and p53 resulted in increased Myc levels and activity in BM-MSCs as well as formation of indistinguishable OS tumors. This combined genetic manipulation seems to be critical for OS initiation since p53-deficient BM-MSCs, at the same stage, didn’t result in tumor formation in vivo further implying the significance of WWOX deletion in initiation of p53-deficient OS tumors.

A recent study in our lab demonstrated that WWOX suppresses Myc levels and activity in triple-negative breast cancer cell lines, by which WWOX binds the Myc transcription factor on the chromatin and modulates its activity on target genes. This negative regulation antagonizes epithelial-to-mesenchymal transition (EMT) and metastases [30]. Moreover, in hepatocellular carcinoma (HCC) mouse model harboring deletion of Wwox in hepatocytes generated recently in our lab, it was shown that WWOX partially suppresses HCC through continuous suppression of Myc [49]. These observations suggest an important role of tumor suppressor WWOX as a negative regulator of Myc in several cancer types. Nevertheless, this interaction between Myc and WWOX is largely unknown in OS. In our study, we show that genes that are enriched in Myc at their promoters are indeed more expressed in the DKO compared to SKO yBM as validated by Myc-ChIP-seq. Moreover, WWOX restoration to DKO yBM cells negatively regulates Myc protein levels. Moreover, bioinformatical analysis of human OS samples from TCGA demonstrates the inverse correlation between WWOX and Myc. This data further strengthens the regulatory role of WWOX on Myc in OS.

Given that c-Myc has been shown to cooperate with other tumor suppressor genes to transform hMSCs to form OS [44], we assumed that our model recapitulates human OS and that the combined deletion of WWOX and p53 is critical for the initiation of OS. Importantly, we propose that yBM cells can be used as surrogates to investigate the early stages of osteosarcomagenesis. Moreover, our study validates that the BM-MSCs with co-deletion of WWOX and p53 are tumorigenic compared to p53 deletion alone although with a later latency compared with BM-MSCs with p53 and Rb co-deletion [50]. Furthermore, our DKO yBM model exhibited early molecular pathway enrichment, which is consistent with a recent multi-omics analysis performed on human OS clinical samples [51]. Interestingly, Myc amplification and overexpression of Myc targets were detected and correlated with a worse prognosis, indicating the crucial role of Myc in osteosarcomagenesis. Moreover, this analysis of human OS clinical samples further indicated the alteration of several tumor suppressor genes, including *TP53* and *WWOX* deletion, which further strengthens our model recapitulates human OS. In addition, it also showed that deletion of *RB1*, resulting in the attenuation of cell cycle-related pathways, which is also one of the most prominently altered pathways in our model. Furthermore, our DKO model showed an upregulation of E2F targets, which is known to be correlated with OS worse prognosis [52]. Moreover, a recent study indicated a role of Myc in controlling the activation of E2F genes and the possibility that deregulation of Myc contributes in multiple ways to the activation of the E2F/Rb pathway [53]. This further indicates the critical role of Myc in OS development and progression. Of note, a single-cell RNA sequencing performed on human OS samples and the construction of a novel OS classification model revealed three subtypes of OS that exhibit distinct prognoses and different expression levels of therapy-related genes [54], where some of these genes are differentially expressed in murine DKO-yBM cells, such as Myc and CDK4.

In addition to the role of Myc itself, we validated Myc activity by examining one of the c-Myc targets, MCM7. MCM7 is part of the MCM complex, that plays an important role in cell cycle initiation, and is upregulated in several tumors, including sarcomas [21, 22]. Interestingly, DKO yBM showed upregulation of MCM7 in an age-dependent manner at both mRNA and protein levels. High levels of MCM7 protect the cell by acting as a guardian and inducing genomic stability, thus making the cells more resistant to replication stress caused by chemotherapy [24]. As MCM complex components are present in excess in the cells and act as a dormant origin, once these excess amounts are depleted, the cells will be more sensitive to replicative stress [23], making them a good therapeutic target.

Statins are competitive inhibitors of 3-hydroxy-3-methylglutaryl-coenzyme A (HMG-CoA) reductase, a rate-limiting enzyme that converts HMG-CoA to mevalonate during cholesterol synthesis [55]. In addition to their traditional role in lowering serum cholesterol levels, extensive studies have suggested that statins inhibit carcinogenesis [56–58] and can be used in cancer therapy [59, 60]. Furthermore, studies suggested that statin administration prior to cancer diagnosis exhibited reduced cancer related mortality by up to 15% [61] and showed that long term use of statins reduces the risk of colorectal cancer [62].

Interestingly, MCM7 can be targeted by statins, generating more DNA damage and inhibiting cell proliferation [24, 25]. Our data demonstrate that MCM7 inhibition by SVA reduced cell proliferation and survival in a dose-dependent manner. Importantly, DKO yBM, but not SKO yBM, showed less survival ability and exhibited a higher sensitivity. The significant inhibitory effect of SVA can be attributed to the central role of MCM7 in cell fate. It is also possible that SVA has effects that go beyond inhibition of MCM7. In addition, SVA treatment in vivo resulted in a reduction in tumor size and weight, which was accompanied by a decrease in MCM7 protein levels.

## Conclusions

Consistent with their roles as tumor suppressor genes, the combined deletion of WWOX and p53 in Osx1-positive progenitor cells resulted in their transformation and growth advantage. This advantage is mediated, at least in part, by Myc overexpression, likely during early stages of OS cell proliferation and survival. Given that p53 alone is not sufficient to drive the early molecular changes observed, WWOX silencing and Myc overexpression may be considered targets for the prevention and treatment of OS patients. Our study provides a cellular and genetic platform to study the molecular mechanisms underlying OS transformation, progression, and intervention.

### Supplementary information

Supplementary information and data

Original Western blot Data File

## Data Availability

Raw data are available upon reasonable request.

# Supplementary material for: WWOX promotes osteosarcoma development via upregulation of Myc
**Source:** Cell Death Dis. 2024 Jan 5;15(1):13. doi: 10.1038/s41419-023-06378-8
**Supplement:** Supplementary file 2 — Original Western blot Data File

## Slide 1
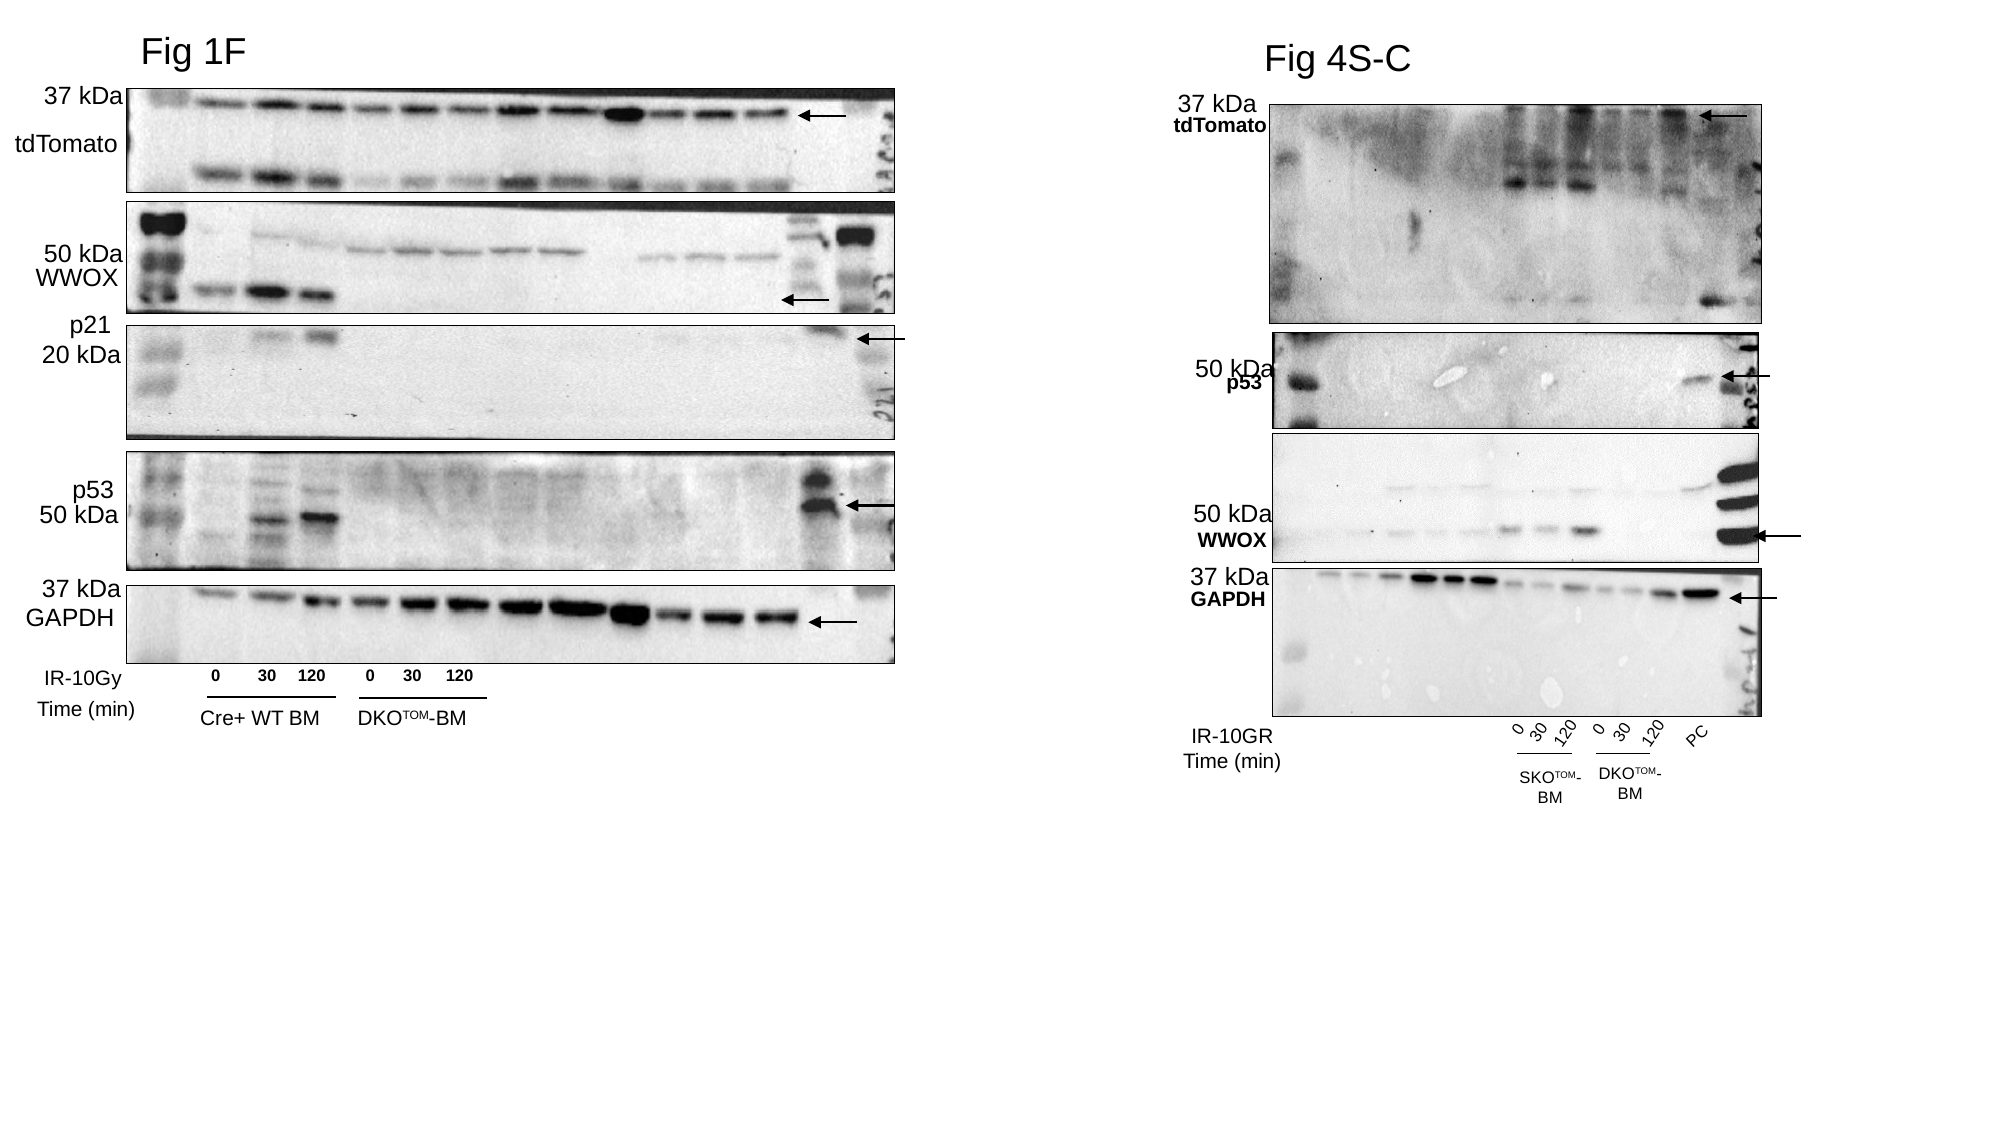

Fig 1F
Fig 4S-C
37 kDa
37 kDa
tdTomato
50 kDa
p53
50 kDa
WWOX
37 kDa
GAPDH
0
0
30
30
120
120
IR-10GR
Time (min)
PC
DKOTOM-BM
SKOTOM-BM
tdTomato
50 kDa
WWOX
p21
20 kDa
p53
50 kDa
37 kDa
GAPDH
IR-10Gy
0
30
120
0
30
120
Time (min)
Cre+ WT BM
DKOTOM-BM

## Slide 2
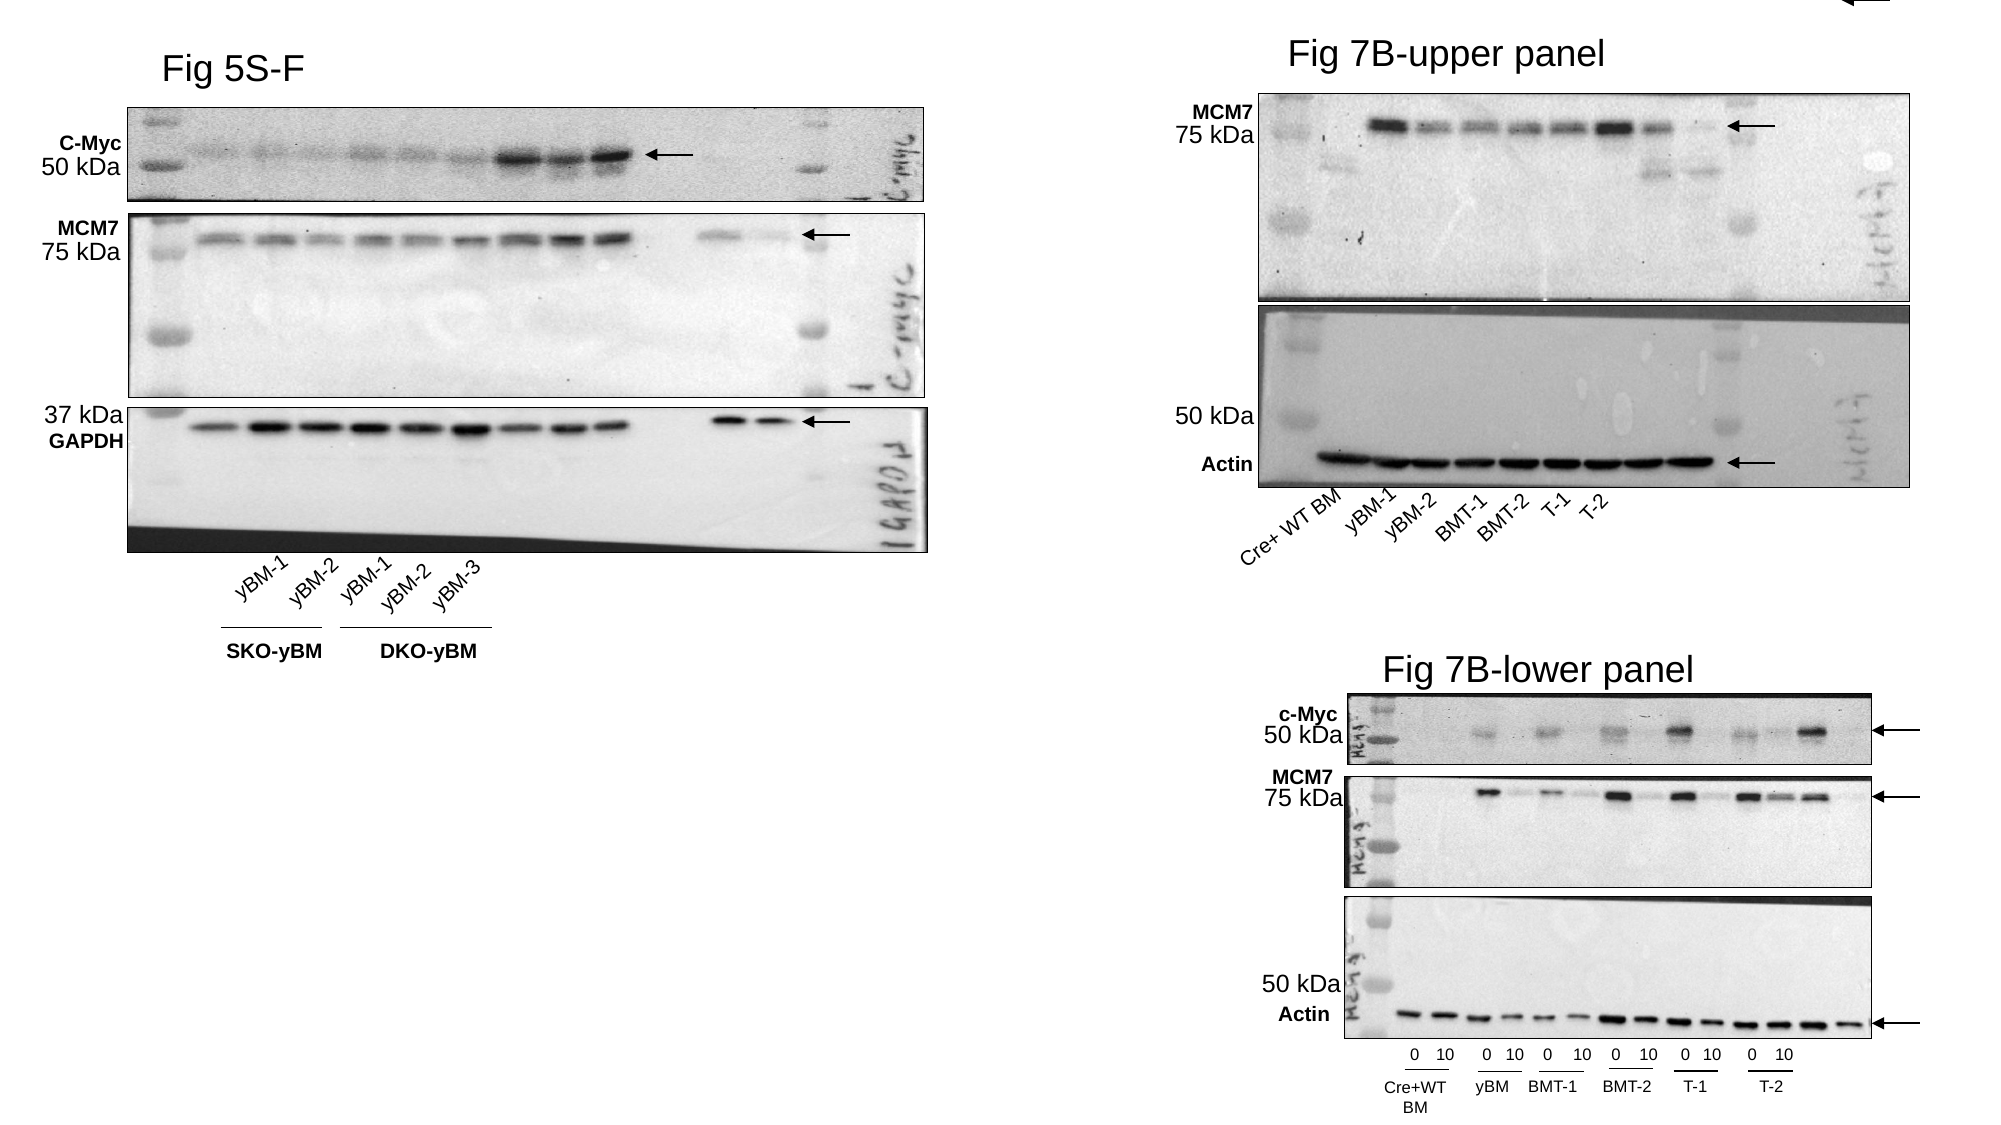

Fig 7B-upper panel
Fig 5S-F
MCM7
75 kDa
50 kDa
Actin
BMT-1
T-2
T-1
yBM-1
yBM-2
BMT-2
Cre+ WT BM
C-Myc
50 kDa
MCM7
75 kDa
37 kDa
yBM-1
yBM-1
yBM-2
yBM-3
yBM-2
DKO-yBM
SKO-yBM
GAPDH
Fig 7B-lower panel
c-Myc
50 kDa
MCM7
75 kDa
50 kDa
Actin
10
10
10
10
10
10
0
0
0
0
0
0
BMT-2
yBM
BMT-1
T-1
T-2
Cre+WT
BM

## Slide 3
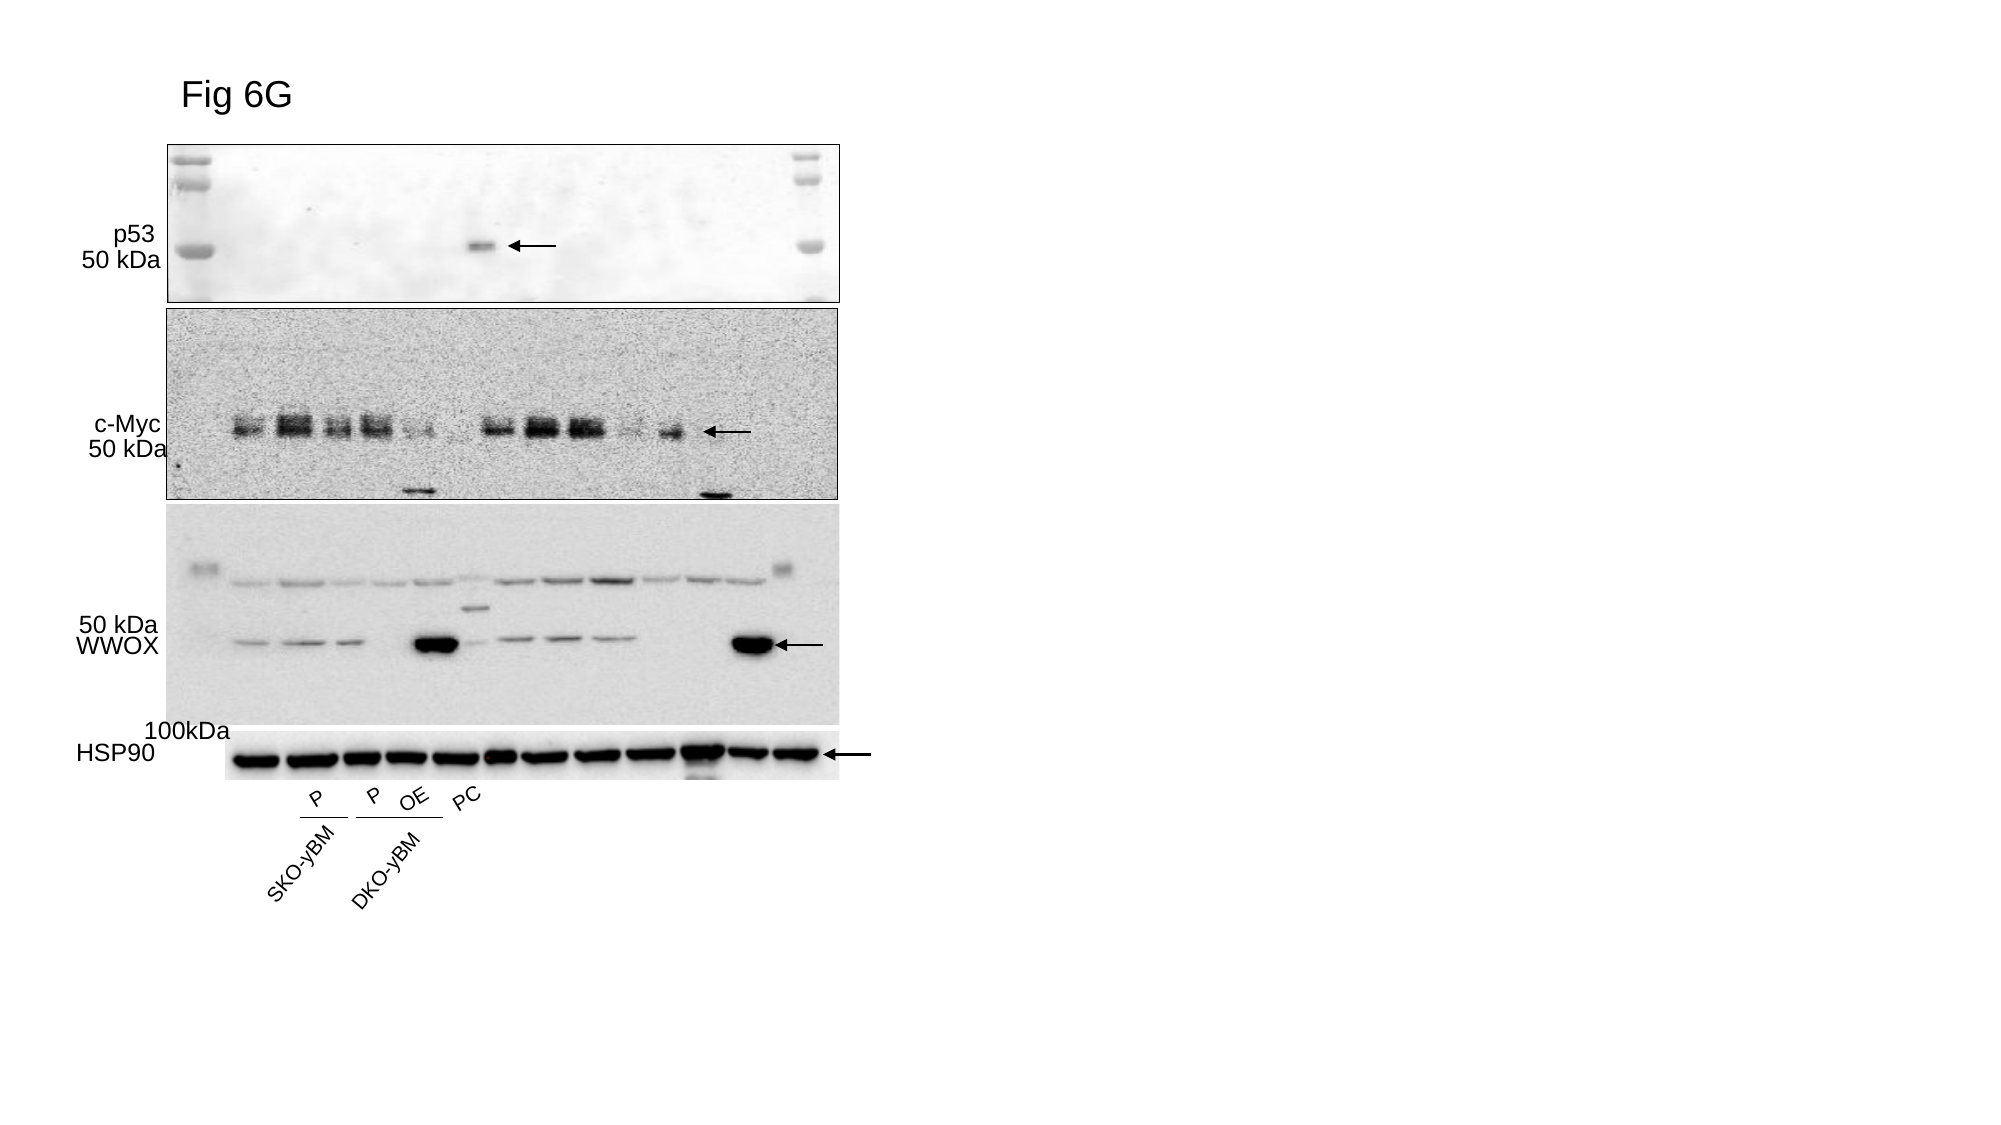

Fig 6G
p53
50 kDa
c-Myc
50 kDa
50 kDa
WWOX
100kDa
HSP90
P
PC
P
OE
SKO-yBM
DKO-yBM

How the deposited data were processed for this re-analysis (not part of the article)

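RNA was sequenced from cultured mouse BM and tumor cells in 37 libraries, analysed as 2 sets that were fitted separately. Set 1 holds 16 libraries (control BM 4, DKO yBM 6, DKO BMT 3, DKO tumor 3), and set 2 holds 21 libraries in 7 groups of 3 (control BM, SKO yBM, DKO yBM, SKO BMT, DKO BMT, SKO tumor, DKO tumor). The conditions were taken from the submitters' sample labels and the paper, and 3 columns, those of control BM in set 2, were matched to their group only. The methods of the paper describe WT, non-tumor-bearing and tumor-bearing mice for 16 samples, while its Fig. 3 legend calls the BMT cells paired with the tumors. The control mice are WT in the methods, Cre-negative in the series description and Cre+ WT in the legend of Fig. 7. Where nothing says that 2 libraries of a group came from separate animals, p-values measure the spread between these libraries only.

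The authors trimmed the reads with Trim Galore, checked them with FastQC, quantified transcripts with salmon and deposited TPM values per gene, and they used DESeq2 for their own comparisons. The submitters' processing notes name Trim Galore 0.6.1 and the genome build mm39, and the paper's methods name another Trim Galore version. The table has 51123 gene IDs, of which 48246 were matched to a symbol through mouse gene tables of the GRCm38.p6 assembly and 2877 were not. Since the builds differ, no coordinates are given, and the tables were used for names, gene types and the order of neighbouring genes. TPM keeps no sequencing depth, so the depth of each library is unknown, and no counting error can be given. A library in which a few transcripts take a large share has lower TPM for all others, and the 37 mitochondrial genes took 5.32% to 32.5% of the TPM, with mt-Atp8 the highest gene in all libraries. Reads shared by near-identical copies (Amd2 and its copies, the Prl2c2 paralogs, the gene model Gm12191, ribosomal protein pseudogenes) may have been split between them, and such genes are uncertain. No 2 libraries looked like 1 library deposited again, with a highest correlation of 0.972 between any 2 and at most 3.95% of genes within 1 percent of each other.

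From the deposited TPM, genes with at least 1 TPM in at least 3 libraries of the set were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a trended prior and Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05 with no fold limit. This left 14404 genes in set 1 and 14458 in set 2. All groups of a set entered the same fit without covariates and shared its estimate of the spread. The design written before the data were examined named a count test for counts and limma for TPM, and the files hold TPM. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes of low expression. Sets of genes were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. The 26 lists were written from memory of public collections before the data were examined and were not checked against those databases: Myc targets V1 and V2, E2F targets, pre-replication and replication initiation, DNA repair, p53 targets, osteoblast, mesenchymal stromal, macrophage and other leukocyte, neutrophil, lymphocyte, erythroid, osteoclast, adipocyte, chondrocyte, endothelial, smooth muscle and contractile, extracellular matrix, ribosomal proteins, unfolded protein response, interferon response, cholesterol synthesis, glycolysis, oxidative phosphorylation, immediate early and sex-linked genes. Lists with under 5 tested members were not tested, which leaves out the erythroid and lymphocyte lists in both sets and the endothelial list in set 2.

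The genes named are those the paper's text names, in each comparison the 8 called genes of largest log2 fold change whose libraries do not overlap and whose higher group averages at least 5 TPM (leaving out unnamed gene models and sex-linked genes), and in each list the 3 members with the smallest p. The gene models Gm25636 and Gm12191 fall outside this rule and were named after their values were seen, since few genes were called in their comparisons. Principal components were computed from the 500 genes of highest variance, centred, and separation was tested by exact permutation or 100000 random arrangements. For comparisons that share control libraries, 100 simulations of unchanged groups (with the share of the same sign among as many genes of smallest p as were called in the first comparison, leaving out as many of the second as were called there), the overlap of independent lists and splits of the control libraries were computed. The tests were checked on simulated data with 200 changed genes in 10 simulations of each comparison, where log2 changes of 2 were found for 51.4% (SKO BMT against SKO yBM) to 79.2% (DKO yBM against control, set 1) of genes and log2 changes of 1 for 2.7% to 22% in the same comparisons. False calls were 3.5% (DKO yBM against control, set 2) to 6.9% (SKO BMT against SKO yBM) of the calls. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures.

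Alternatives written before the data were examined were the replicate number as a block, each library left out, only the compared groups in the fit, no filter and a filter at a mean of 5 TPM, median-ratio scaling, quantile normalization, a pseudocount of 0.1, library weights, a fold limit of 1 on the log2 scale, a threshold of 0.1, an estimated correlation, lists without shared members and all tested genes in the principal components. Chosen after seeing the data were the settings tried for the difference between DKO and SKO cells in the change from yBM to tumor cells, rescaling without mitochondrial genes, the leukocyte level as a covariate in set 1 and leaving out the libraries whose Wwox goes against the label (labelled DKO and above, or labelled SKO and below, 0.5 of the control median) or, in set 1, those whose Trp53 does (labelled DKO or SKO and above 0.5 of the control median, which are DKO BMT 2 and 3). The legend of Fig. 3 is the source of the pairing of tumor and BMT libraries in set 1, whose deviations from the group means correlated at 0.07, 0.28 and −0.09 for the same replicate number. In set 2 all 3 same-numbered libraries correlated above 0.1 for SKO BMT and DKO BMT alone (0.29, 0.29 and 0.38), which were not compared with each other. The qPCR, protein, ChIP-seq and human data of the paper were not analysed here.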

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

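The tests on the leukocyte gap of set 2, on Wwox in the libraries labelled DKO tumor of set 2 and on Wwox in those labelled DKO yBM of set 1 were chosen after the result was seen, as were the settings with a leukocyte covariate, without mitochondrial genes and without the libraries whose Wwox goes against the label, and those of the interaction term.

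The change from yBM to tumor cells differed between DKO and SKO cells of set 2 for 2 genes by an interaction term in limma, with 485 at an unadjusted p under 0.05, and for 9 genes without SKO tumor 3 or SKO yBM 2, 5 without DKO yBM 3 and 3 without DKO tumor 1 or SKO yBM 3. For Amd2, a copy of the gene of a polyamine synthesis enzyme, the difference was 4.70 on the log2 scale (standard error 0.54, adjusted p = 0.000503), from 4.08 in DKO and −0.61 in SKO cells. The gene model Gm25636 is listed at 0 in every library outside DKO yBM, so it has no fold change, and the difference of its fitted log2(TPM + 1) values was −3.46 (adjusted p = 4.18e-07). By camera on the same term, Myc targets V2 (adjusted p = 0.00144, mean difference 0.68), Myc targets V1 (0.0105, 0.51), E2F targets (8.99e-06, 0.78) and DNA repair genes (0.0339, 0.55) had a higher mean change from yBM to tumor cells in DKO than in SKO cells. Leukocyte (0.0105, −0.07), adipocyte (0.0105, −0.46), ribosomal protein (6.78e-17, −0.36), interferon response (2.92e-06, −0.56), cholesterol synthesis (0.00116, −0.12), oxidative phosphorylation genes (0.000302, −0.03) and sex-linked genes (5.86e-05, −1.43) had a lower one. For Myc targets V2 the change was 0.04 in DKO and −0.63 in SKO cells, and without SKO tumor 2, the library with the fewest genes, the latter was −0.17 and the difference 0.21 (adjusted p = 0.0699). The V2 call was also lost without SKO tumor 3 (0.71, adjusted p = 0.149), DKO yBM 2 (0.64, 0.0628) or SKO yBM 3 (0.52, 0.0541), and with median-ratio scaling the difference was 0.17 (0.0385). Lost as well were the calls of V1 without SKO tumor 3, SKO yBM 3, DKO yBM 2 or DKO tumor 2 (0.233 to 0.839) and with median-ratio scaling (0.72), of DNA repair genes without any of these or SKO tumor 2 (0.0881 to 0.425) and with either scaling (0.11 and 0.127), and of E2F targets without SKO tumor 3 (0.0644). Of the lower lists, interferon response genes lost theirs without DKO yBM 3 (0.31, 0.53), cholesterol synthesis without SKO tumor 3 (0.20, 0.149), adipocyte genes without DKO tumor 1 (−0.37, 0.059) and with either scaling (0.101 and 0.0697), and leukocyte markers without SKO tumor 2 (−0.11, 0.373) and with either scaling (0.72 and 0.393). None of these calls held with an estimated correlation (adjusted p = 0.134 for sex-linked genes and 0.806 for each other list), and Wwox goes against the label in all 3 libraries labelled DKO tumor. Sex-linked genes as a list were higher in SKO tumor than in SKO yBM (mean log2 fold change 1.83, adjusted p = 3.05e-09), a call that held with an estimated correlation (adjusted p = 0.00859).

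The paper reports no comparison of SKO BMT with SKO yBM, where 3 genes were called in set 2, Wnt7b, a secreted signaling protein, higher (log2 fold change 1.48, adjusted p = 0.0265), Amd2 lower (−3.81, adjusted p = 0.000129) and the gene model Gm12191, listed at 0 in every SKO yBM library, higher (adjusted p = 0.038). Without SKO yBM 1 the count was 1, without SKO BMT 3 it was 9, and with a pseudocount of 0.1 it was 1. Wwox goes against the label in the libraries labelled SKO BMT 2 and 3, without which Amd2 was not called (−3.78, adjusted p = 0.06). Interferon response genes had a mean log2 fold change of 1.99 there (adjusted p = 1.75e-23 by camera, and 0.82 with an estimated correlation), with 0 members called by limma, where 1098 of all genes tested had an unadjusted p under 0.05. Among them, Irf7, a transcription factor of the interferon response, was at 35.3 ± 13.7 TPM against 4.57 ± 6.89 (SD, n = 3 each, adjusted p = 0.651). Leukocyte markers had a mean of 1.61 in the same comparison (adjusted p = 7.11e-10, and 0.85 with an estimated correlation), and their mean log2 level was 4.93 in the library labelled SKO BMT 2 against 0.96 and 0.41 in SKO BMT 1 and 3, and without SKO BMT 2 the mean was 0.20 and the call was lost (adjusted p = 0.0782). No library lay far from the others of its group by Dixon's criterion, in 52 values of the groups of 4 and 6 libraries.

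Wwox was at 4.26 to 5.23 TPM in the 3 libraries labelled DKO tumor of set 2 and at 85.1% to 140% of the control mean in 5 of the 6 libraries labelled DKO yBM of set 1, while it was at 0.102 and 0.0857 TPM in those labelled SKO BMT 2 and 3. Cells that kept both floxed genes would hold Trp53 as well, and Trp53 was at most 8.19% of the control mean in the DKO tumor libraries and 29.1% in those DKO yBM libraries, which argues against such cells as the whole cause. Against a deletion that leaves the transcript counted stands the highest Wwox of DKO yBM and DKO BMT of set 2, 0.78 TPM, and against labels swapped with the SKO tumors the lowest Wwox of those, 2.78 TPM. For the libraries labelled SKO BMT 2 and 3, loss of a wider region around Wwox is argued against by its neighbours, of which 3 of 10 were lower in both (Terf2ip, Nudt7 and Maf). A wrong label of single libraries, an exchange between libraries labelled DKO tumor and the 2 labelled SKO BMT whose Wwox is low, an exchange with a sample from outside, and cells that lost Trp53 alone stay open, where leukocyte markers were at a mean log2 level of 4.93 in SKO BMT 2 and 0.41 in SKO BMT 3 against 0.38 to 0.68 in the DKO tumor libraries, and the genomic PCR (Fig. 1B) and the immunoblots of BM cells (Fig. 1F, Fig. 6G) run the way the labels say, which does not settle the labels of these libraries.

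At a preset correlation, leukocyte markers were lower than in control BM in tumor cells of set 1 and in both yBM groups of set 2. These calls were lost with an estimated correlation (adjusted p = 0.195 in tumor cells, 0.116 in SKO yBM and 0.223 in DKO yBM). Myc targets V2 as a list were higher than in control BM at a preset correlation in the 3 DKO cell types of set 1. They were also higher in SKO and DKO yBM of set 2. With an estimated correlation the Myc calls were lost, at adjusted p = 0.187 in yBM, 0.139 in BMT and 0.158 in tumor cells of set 1. In set 2 the adjusted p was then 0.466 in SKO and 0.349 in DKO yBM. In set 1, with the leukocyte level as a covariate, the mean log2 fold change kept at least 90.5% of its size, from 0.52 ± 0.17 (standard error) to 0.50 ± 0.18 in yBM, from 0.83 ± 0.20 to 0.83 ± 0.21 in BMT and from 0.92 ± 0.20 to 0.83 ± 0.31 in tumor cells, which argues against leukocytes as the whole cause. Rescaled without mitochondrial genes, it kept at least 96.3%, which argues against their share of the TPM. In set 2 the leukocyte level of every control library was at least 7.4 above that of every SKO and DKO yBM library on the log2 scale, so leukocytes in the control cultures and the loss of Trp53 or Wwox cannot be told apart there. A biological difference between the genotypes stays open as a hypothesis, as does one in sex between the animals. Sex-linked genes as a list differed from control BM in DKO yBM of set 1 (mean 1.03, adjusted p = 0.022, and 0.233 with an estimated correlation). This call was lost without control BM 1 or 2 (0.0699 and 0.0785), with median-ratio scaling (0.155), quantile normalization (0.107) and library weights (0.054). With DKO yBM 1 as the only yBM library the mean was 1.19. The list also differed from control BM in SKO yBM (mean −2.19, adjusted p = 0.00927, and 0.316 with an estimated correlation). Of its 5 tested members in set 2, 1 was called against control BM in both SKO and DKO yBM and 4 in SKO yBM alone. The sex of single libraries was not tested. Between DKO and SKO yBM the mean of the sex-linked list was 1.01 (adjusted p = 0.00114, and 0.476 with an estimated correlation), a call lost without DKO yBM 2 (0.0599) and with only the 2 groups in the fit (0.0678).

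Myc was at 168, 113 and 45.9 TPM in the libraries labelled DKO tumor of set 2, against 50.8 to 66.4 in SKO yBM, and the difference did not pass the test. A gain of the chromosome region around Myc would raise its neighbours, and the median log2 ratio of the 20 nearest measured genes to the SKO yBM mean was 0.03 in DKO tumor 1 and 0.10 in DKO tumor 2. These lie at percentiles 57.8 and 74.3 of 12943 windows of neighbouring genes, which argues against a gain of the whole region. A gain of Myc alone stays open.

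Other splits of the same libraries into groups of the same sizes were compared with the real ones. For BMT against control BM, with 339 genes called and 137 in the highest other of 35 splits, and for tumor cells, with 489 and 98, chance can be excluded as the whole cause, as it can for yBM, with 1125 and 1085 among 100 of 210 splits. The split with 1085 sets control BM 3 and 4 and DKO yBM 1, 2, 5 and 6 against the rest, which points to a structure of the samples, and the mean log2 level of leukocyte markers was 6.22 to 8.03 in those 6 libraries and 3.96 to 5.69 in the rest. For Myc targets V2, −log10 of the p was 19.9 in BMT (highest other 17.4), 23.8 in tumor cells (22.0) and 17.5 in yBM (17.6), where 2 of the 100 splits, the real one included, were as high, and chance can be excluded at the 0.05 level. With 3 libraries against 3 the 10 splits are too few for a share under 0.05. There the real counts and the highest others were 37 and 3 for tumor cells against BMT, 1958 and 1 for SKO yBM against control, 2819 and 1 for DKO yBM against control, 3 and 0 for DKO against SKO yBM, 6 and 5 for DKO tumor against SKO yBM, 4 and 0 for DKO BMT against SKO yBM, 0 and 1 for SKO tumor against SKO yBM, 0 and 15 for DKO against SKO tumor, 1674 and 3 for SKO tumor against control, 2486 and 2 for DKO tumor against control, 3 and 1 for SKO BMT against SKO yBM, and 1 and 2 for yBM at 4 against 1.5 months. The counts of 0 are from limma, with 958 and 1213 genes at an unadjusted p under 0.05.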

How the results depend on the processing

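Rescaling without mitochondrial genes, the leukocyte covariate and leaving out the libraries whose Wwox or Trp53 goes against the label were chosen after seeing the data. TPM keeps no depth, so the precision of low values is unknown. With 3 libraries a group, 51.4% to 57.3% of simulated log2 changes of 2 were found in the comparisons of set 2. Of log2 changes of 1, 2.7% to 5% were found. Whether group size explains the low counts was not tested. Of the counts under alternatives 185 lay within 1.5 times the value reported and 190 moved, and of single genes 2854 kept their side of the threshold, 596 lost and 40 gained a call and 1 reversed. Of the Myc targets V2 tests 251 kept their side, 20 lost and 6 gained a call. Only part of the other list tests was tallied. Of these, 1574 kept their side, 112 lost and 21 gained a call, and 7 reversed in the direction of the test. Of the separations in the principal components 58 kept their side and 7 lost it. A change of sign with neither value called counts as unchanged. The cause of a change was not tested unless the setting's construction shows it. Without the libraries whose Wwox goes against the label no DKO tumor of set 2 is left, so its comparisons have no such value. DKO yBM 1 of set 1 and SKO BMT 1 are then alone in their groups and are assumed to vary like the others, as is DKO BMT 1 of set 1 without those whose Trp53 goes against it. No paired analysis was possible because control columns carry no number for comparisons with control BM of set 2.

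With no filter, which tests more genes, the calls were 135 in BMT, 178 in tumor cells, 3 in tumor cells against BMT, 3 in DKO tumor against SKO yBM, 3 in SKO tumor against SKO yBM, 2 in DKO against SKO tumor and 2 for age, and the shared genes 56 (BMT and tumor), 101 (yBM and tumor) and 90 (yBM and BMT). With the stricter filter, which tests fewer genes, they were 575 in yBM, 98 in tumor cells against BMT, 1198 in SKO yBM, 1870 in DKO yBM, 977 in SKO tumor and 1631 in DKO tumor against control of set 2, and 132 shared by yBM and BMT, and the correlations between the sets were 0.372 for yBM, 0.336 for BMT and 0.749 for tumor cells. With a fold limit, 686 genes were called in yBM. At an adjusted p under 0.1, which admits more genes, they were 1052 in BMT, 1400 in tumor cells, 2312 in yBM, 343 in tumor cells against BMT, 2973 in SKO yBM against control and 6 in SKO BMT against SKO yBM, and the shared genes 433, 638 and 654.

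With median-ratio scaling, 653 genes were called in BMT, 0 in tumor cells against BMT, 0 in DKO tumor against SKO yBM and 2 in DKO BMT against SKO yBM, and the shared genes were 283 (BMT and tumor), 396 (yBM and tumor) and 395 (yBM and BMT). With quantile normalization they were 733 in BMT, 877 in tumor cells, 0 in tumor cells against BMT, 3249 in SKO yBM against control, 0 in DKO tumor against SKO yBM, 2 in DKO BMT against SKO yBM and 2740 in SKO tumor against control, and the shared genes 352, 406 and 395. The zeros are limma counts, where 1861 and 920 genes had an unadjusted p under 0.05 without these settings. The median log2 fold change of all genes moved from 0.24 to 0.01 with median-ratio scaling in SKO yBM against control, from 0.25 to −0.04 in DKO against SKO tumor, from −0.11 to 0.06 in SKO tumor against control and from 0.11 to −0.02 in DKO tumor against control. It moved from 0.07 to −0.05 in DKO yBM against control, from −0.11 to 0.01 for age and from −0.09 to 0.02 in DKO BMT against SKO yBM, and with quantile normalization from −0.09 to 0.06 in tumor cells of set 1 and from −0.10 to 0.01 in DKO against SKO yBM. Higher genes were 42.6% of the calls in SKO yBM against control, and 33.5% with median-ratio scaling and 51.7% with quantile normalization. In DKO against SKO yBM they were 66.7% of 3 calls and 50.0% of 2 with either scaling, and in DKO BMT against SKO yBM 25.0% of 4 and 0% of 2. With a pseudocount of 0.1, 742 genes were called in tumor cells, 194 in tumor cells against BMT, 0 in DKO tumor against SKO yBM and 1 in SKO BMT against SKO yBM, and the exact permutation p of the groups of Fig. 3A was 0.07.

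With only the 2 compared groups in the fit, which estimates the spread from fewer libraries, 46 genes were called in BMT, 21 in tumor cells, 1968 in yBM, 3 in tumor cells against BMT, 3434 in SKO yBM and 783 in SKO tumor against control of set 2, 11 in DKO against SKO yBM, 133 in DKO tumor, 14 in DKO BMT, 7 in SKO tumor and 16 in SKO BMT against SKO yBM and 8 for age, and the shared genes were 14, 8 and 28. With the replicate number as a block, which shares only a number apart from the BMT and tumor pairs of set 1, 43 genes were called in BMT, 10 in tumor cells, 20 in yBM, 0 in tumor cells against BMT and 2 in DKO tumor against SKO yBM, and the shared genes were 9, 9 and 15. The block ended no list call, and it added some. In set 1 it added interferon response genes in tumor cells against control (mean 0.48, adjusted p = 0.0254 by camera). In DKO against SKO yBM it added extracellular matrix (−0.60, 0.0324) and osteoblast genes (−0.91, 0.0386), and in SKO tumor against SKO yBM glycolysis genes (−0.61, 0.0378). Extracellular matrix, osteoblast and glycolysis genes were called in these comparisons under other settings too, with quantile normalization at −0.58 (0.000559), −0.85 (0.0306) and −0.33 (0.0139). Calls of single genes were lost with the block, and 2 of 3 pairs of set 1 correlated best with their own number. With library weights, 2299 genes were called in tumor cells, 4980 in yBM, 170 in tumor cells against BMT, 1745 for age, 9247 in SKO yBM, 11104 in DKO yBM, 3360 in SKO tumor and 7280 in DKO tumor against control of set 2, 3189 in DKO against SKO yBM, 426 in DKO tumor, 27 in DKO BMT, 1 in SKO tumor and 5 in SKO BMT against SKO yBM and 2 in DKO against SKO tumor. The shared genes were then 285, 1366 and 359, and 3158 were called in DKO and not in SKO yBM. Myc targets V2 had an adjusted p of 0.451 for age and 0.0684 in SKO tumor against SKO yBM. For age, the direction of the test reversed for Myc targets V1 (0.56) and E2F targets (0.436), whose means were −0.14 and −0.15. The weights of set 2 stopped before converging, with 257 for control column 2 and 0.206 for column 1.

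Without the libraries whose Wwox goes against the label, which leaves fewer libraries, 62 genes were called in BMT, 232 in tumor cells, 12 in yBM and 187 in tumor cells against BMT, the shared genes were 26, 6 and 6, and E2F targets reversed in SKO BMT against SKO yBM (adjusted p = 0.203). Without those whose Trp53 does, 325 genes were called in tumor cells, 61 in tumor cells against BMT and 3 for age, and the shared genes were 52 (BMT and tumor) and 69 (yBM and BMT). With the leukocyte level as a covariate, 12 genes were called in tumor cells, 1709 in yBM and 0 in tumor cells against BMT, the shared genes were 11, 12 and 328, and the leukocyte list reversed in tumor cells against control (0.338) and against BMT (0.888), as did Fcgr3 in tumor cells (0.94), since the covariate is that list's level. With an estimated correlation, which widens the test, the adjusted p of Myc targets V2 was 0.139 in BMT, 0.158 in tumor cells, 0.187 in yBM, 0.8 for age, 0.466 in SKO yBM, 0.349 in DKO yBM, 0.693 in SKO tumor and 0.283 in DKO tumor against control of set 2, 0.569 in DKO against SKO yBM, 0.576 in DKO tumor, 0.955 in DKO BMT and 0.929 in SKO tumor against SKO yBM, and 0.514 in DKO against SKO tumor.

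Leaving out single libraries gave 53 to 307 genes in BMT, 9 to 737 in tumor cells, 156 to 941 in yBM, 0 to 405 in tumor cells against BMT and 1 to 6 for age (6 without DKO yBM 4). In set 2 it gave 1025 to 1688 in SKO yBM, 1627 to 2419 in DKO yBM and 1403 to 2029 in DKO tumor against control, 2 to 8 in DKO against SKO yBM, 0 to 4 in DKO tumor, 1 to 13 in DKO BMT, 0 to 1 in SKO tumor and 1 to 9 in SKO BMT against SKO yBM (9 without SKO BMT 3) and 0 to 10 in DKO against SKO tumor. The shared genes were 6 to 231 (BMT and tumor), 6 to 317 (yBM and tumor) and 37 to 184 (yBM and BMT), and 341 to 1576 were called in DKO and not in SKO yBM. The permutation p of the groups in the principal components was 0.00079 to 0.12 for the groups of Fig. 3A, with a range of 0.0011 to 0.057 for those of Fig. 5D. The adjusted p of Myc targets V2 was 6.95e-05 to 0.882 in tumor cells against BMT, 3.35e-06 to 0.654 for age, 3.81e-06 to 0.273 in DKO BMT and 3.56e-09 to 0.135 in SKO tumor against SKO yBM, and for E2F targets in SKO tumor vs SKO yBM, set 2, it was 1.24e-06 to 0.995 (reversed at 0.733 without SKO yBM 3) and for E2F targets in SKO BMT vs SKO yBM, set 2, it was 8.8e-06 to 0.947 (reversed without SKO yBM 3).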

Differences from the paper's values

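The paper's text names no threshold for its differential expression, so its counts and those given here are not at a known common threshold, and the deposited TPM were tested here with limma where the authors used DESeq2.

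The paper reports 471 genes in common between yBM and BMT cells, and 206 were called here. The values with median-ratio scaling (395), quantile normalization (395), library weights (359) and an adjusted p under 0.1 (654) fell within 1.5 times the paper's, and the other 19 alternatives set before the data were examined did not. The paper reports 308 genes unique to DKO yBM, and 1170 were called here in DKO and not in SKO yBM. The values without DKO yBM 1 (396) and without DKO yBM 3 (341) fell within 1.5 times, and the other 16 did not. For BMT against control the paper's Venn diagram gives about 820 genes in Fig. 3B, read by eye and summed, against 339 here, with median-ratio scaling (653), quantile normalization (733) and an adjusted p under 0.1 (1052) within 1.5 times and the other 14 not. For tumor cells the sum is about 430 in Fig. 3B, read by eye, and the 489 called here are within 1.5 times of it, as are the stricter filter (472) and a fold limit (450), while the other 15 are not. For tumor cells the sum is about 960 in Fig. 5B, read by eye, against 489 here. Within 1.5 times were median-ratio scaling (679), quantile normalization (877), a pseudocount of 0.1 (742), an adjusted p under 0.1 (1400), and leaving out DKO tumor 1 (696), DKO tumor 2 (663), control BM 1 (737) or control BM 2 (658), and the other 9 were not. For yBM the sum is about 890 in Fig. 5B, read by eye, and the 1125 called here are within 1.5 times of it. So are no filter (771), quantile normalization (974), a pseudocount of 0.1 (964), a fold limit (686), and leaving out DKO yBM 2 (941), DKO yBM 4 (932), control BM 1 (724) or control BM 3 (757), while the other 12 are not. For yBM the sum is about 2300 in Fig. 5E, read by eye, against 1125 here, with an adjusted p under 0.1 (2312) and only the 2 groups in the fit (1968) within 1.5 times and the other 18 not. The paper's own totals for tumor and yBM cells differ between its panels. For SKO yBM the sum is about 550 in Fig. 6A, read by eye, against 1958 here, and for DKO yBM about 750 in Fig. 6A, read by eye, against 2819, and none of 15 alternatives each came within 1.5 times. For Cad in SKO yBM the paper shows a fold of control of about 2.5 in Fig. 6C, read by eye, against 4.03 here. Median-ratio scaling (3.33) and leaving out SKO yBM 3 (2.49) or control column 1 (3.43) came within 1.5 times, and the other 5 did not.

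The paper states that yBM and tumor cells cluster together away from control BM (Fig. 5A). Here the mean distance of yBM cells was 46.9 from control BM and 56.6 from tumor cells. The paper also states that BMT and tumor cells lie together on PC2 away from control BM, and here the difference between control BM and the other libraries on PC2 did not pass (exact permutation p = 0.11). It names Rrp9, Rcc1 and Ran as upregulated and Mylk and Nid2 as downregulated in BMT and tumor cells, and here 4 of these passed in those directions in both, while Rcc1 did not pass (adjusted p = 0.0902 in BMT and 0.0981 in tumor cells). Rcc1 passed with median-ratio scaling (0.0353 and 0.0464), quantile normalization (0.0281 and 0.0344) and at a threshold of 0.1, and in tumor cells with library weights (0.0313) and without DKO tumor 2 (0.037). The paper states low Myc in SKO yBM against DKO yBM, and here Myc was at 58.3 TPM in SKO and 61.2 TPM in DKO yBM, while Mcm7, Mrto4, Cad and Supv3l1 had higher means in DKO yBM without passing the direct test. With library weights, whose estimation stopped before converging in set 2, Mcm7 (0.0351) and Mrto4 (0.00157) passed it. Of the genes of Fig. 6C, Supv3l1 in DKO yBM (0.0784) and Cad (0.0718), Myc (0.0794) and Supv3l1 (0.182) in SKO yBM did not pass against control here. Supv3l1 in DKO yBM passed with median-ratio scaling (0.0107), quantile normalization (0.00292), library weights (1.43e-07), only the 2 groups (0.0318) and at a threshold of 0.1, and in SKO yBM with quantile normalization (0.042) and library weights (0.000564). In SKO yBM, Cad passed with median-ratio scaling (0.0473), and Cad and Myc with quantile normalization (0.0214 and 0.0241), library weights (6.43e-05 and 5.76e-06), only the 2 groups (0.0469 and 0.00724) and at a threshold of 0.1. The paper calls the Myc target pathway unique to DKO yBM, and here Myc targets V2 rose against control in SKO yBM too (18 of 57 members, against 36 in DKO yBM), and as a list differed between DKO and SKO yBM (mean 0.37, adjusted p = 1.97e-10 by camera, and 0.569 with an estimated correlation). The 731 genes called higher in DKO and not in SKO yBM held 19 of 57 V2 and 39 of 200 V1 targets. Pathway enrichment among such genes, the measure nearest to Fig. 6A of the paper, was not tested. The paper calls Myc targets unique to SKO tumor cells against SKO yBM, and here they had a mean log2 fold change of −0.63 for Myc targets V2 in SKO tumor (adjusted p = 0.000171 by camera, and 0.929 with an estimated correlation), −1.07 without SKO tumor 1 (3.56e-09), −0.17 without SKO tumor 2 (0.0548) and −0.15 with median-ratio scaling. Against control BM the mean was 0.39 in SKO tumor (adjusted p = 5.24e-05, and 0.693 with an estimated correlation), −0.04 without SKO tumor 1 and 0.86 without SKO tumor 2, and 1.44 in DKO tumor (3.04e-15, and 0.283 with an estimated correlation).

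The paper names Myc and Cdk4 among the genes differentially expressed in DKO yBM. In set 1 neither was called (adjusted p = 0.855 and 0.48), and Cdk4 was called with median-ratio scaling (0.0443). In set 2 Cdk4 was called (adjusted p = 0.0122, lost without DKO yBM 3 at 0.0634 and without control column 1 at 0.0723) and Myc was not (0.0544), and Myc was called with median-ratio scaling (0.0211), quantile normalization (0.0138), library weights (6.9e-09), only the 2 groups in the fit (0.00673) and at a threshold of 0.1. The estimation of these weights stopped before converging.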

Other observations

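The tests in this part were set before the data were examined, apart from the choice of genes singled out in the age comparison and of Amd2.

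Of 14 smooth muscle and contractile genes of set 1, 5 fell in BMT against control BM (10 when adjusted over the list alone), among them Lmod1, an actin nucleator of smooth muscle, at 2.21 ± 0.826 TPM against 32.3 ± 22.6 (log2 fold change −3.12, standard error 0.49, adjusted p = 0.00802 from limma). The list averaged −1.73 in BMT (adjusted p = 2.97e-09 by camera, and 0.139 with an estimated correlation), −0.19 in tumor cells (0.738) and −0.35 in yBM (0.722). Of 42 extracellular matrix genes 3 fell in BMT and 6 in yBM, with Col4a1, a basement membrane collagen, at a log2 fold change of −2.41 in yBM (adjusted p = 0.0422), and means of −0.80 (adjusted p = 0.000988, and 0.481 with an estimated correlation) and −0.78 (0.0383, and 0.808 with an estimated correlation). Osteoblast genes averaged 1.30 in BMT (adjusted p = 0.000344, and 0.392 with an estimated correlation), 0.60 in yBM (0.00245, and 0.508 with an estimated correlation) and 0.11 in tumor cells (0.331), with 0 of 22 called by limma in each, where 2866, 3929 and 3262 of all genes tested had an unadjusted p under 0.05. Osteoclast genes averaged 2.49 in BMT (8.28e-05, and 0.281 with an estimated correlation) and 1.38 in yBM (0.0037, and 0.453 with an estimated correlation), with 0 of 9 called in each (4 higher in BMT and 0 in yBM when adjusted over the list alone). Leukocyte markers averaged 0.09 in BMT (adjusted p = 0.484) and −0.64 in yBM, where the test pointed up (0.987). Of 15 immediate early genes 6 fell in yBM (12 when adjusted over the list alone, list mean −1.73, adjusted p = 3.91e-06, and 0.187 with an estimated correlation), with Egr1, an early growth response factor, at 18.6 ± 11.2 TPM against 109 ± 28.2 (log2 fold change −2.66, adjusted p = 0.0159). Leaving out the libraries whose Wwox goes against the label, an alternative chosen after seeing the data, ended the calls of Lmod1 in BMT (−2.90, adjusted p = 0.138) and of Egr1 and Col4a1 in yBM (−3.36 and −3.47, adjusted p = 0.436 and 0.446), and Col4a1 was not called without DKO yBM 1, 3, 5 or 6 or control BM 1, 2 or 4 (0.0633 to 0.121), with no filter (0.0818) or with median-ratio scaling (−2.17, 0.0534), nor Lmod1 with only the 2 groups in the fit (0.0967). Osteoblast genes averaged 0.23 in BMT without DKO BMT 1 (adjusted p = 0.258) and −0.12 in yBM in the setting by Wwox (0.919), and osteoclast genes −0.44 in BMT without the libraries whose Trp53 goes against the label, chosen likewise (0.434). In yBM, extracellular matrix genes were not called without DKO yBM 1, 2, 5 or 6 or control BM 1 or 2 (0.0556 to 0.397), with library weights (0.107) or with only the 2 groups in the fit (0.078), nor in BMT with library weights (0.0981). With median-ratio scaling, osteoblast genes (0.77, 0.0502) and osteoclast genes (1.54, 0.0505) were not called in yBM, nor were osteoblast genes with quantile normalization (0.71, 0.0877) or library weights (0.13, 0.127), nor osteoclast genes with library weights (0.66, 0.14).

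Ribosomal protein genes averaged 0.54 in BMT (adjusted p = 6.41e-18, and 0.157 with an estimated correlation), 0.38 in tumor cells (8.46e-11, and 0.318 with an estimated correlation) and 0.34 in yBM (3.9e-17, and 0.189 with an estimated correlation), and oxidative phosphorylation genes 0.58, 0.25 and 0.25 (1.95e-14, 0.000255 and 8.14e-09, and 0.139, 0.533 and 0.233 with an estimated correlation). Cholesterol synthesis genes averaged 0.79 in tumor cells (2.69e-07, and 0.318 with an estimated correlation) and 0.61 in yBM (8.14e-09, and 0.233 with an estimated correlation), and in set 2 they rose in SKO and DKO yBM, 13 and 14 of 25 (4.67e-06 and 1.78e-07, and 0.466 and 0.366 with an estimated correlation). Interferon response genes averaged 0.92 in yBM of set 1 (6.24e-08, and 0.453 with an estimated correlation). In BMT, mesenchymal stromal genes averaged −0.71 (adjusted p = 0.0146, and 0.224 with an estimated correlation), adipocyte genes −1.13 (0.0172, and 0.481 with an estimated correlation) and glycolysis genes 0.45 (0.00307, and 0.442 with an estimated correlation), while neutrophil (0.362), chondrocyte (0.225), endothelial (0.332), unfolded protein response (0.0895) and sex-linked genes (0.41) did not pass. Calls were lost for mesenchymal stromal genes without DKO BMT 1 (−0.75, adjusted p = 0.0589), in the setting by Wwox (−0.75, 0.0652) and with library weights (−0.58, 0.0721), for adipocyte genes without DKO BMT 1, control BM 3 or control BM 4 (0.104 to 0.223) and for glycolysis genes without DKO BMT 3 (0.25, adjusted p = 0.115) and without the libraries whose Trp53 goes against the label (0.11, adjusted p = 1). Unfolded protein response genes were called higher with library weights (0.00534) and without control BM 1 or 2 (0.0272 and 0.0199), and neutrophil genes without DKO BMT 1 (0.047).

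For Mcm7, which the paper states to rise with age in DKO yBM (Fig. 7A), the 3 libraries at 4 months held 58.7 ± 19.6 TPM (SD, n = 3) and the 3 at 1.5 months 62.4 ± 18.9 (SD, n = 3), a log2 fold change of −0.09 (standard error 0.39, adjusted p = 1 from limma). Myc was at 17.3 ± 2.6 TPM at 4 months and 25.5 ± 8.84 at 1.5 months (log2 fold change −0.49, adjusted p = 1), and Myc targets V2 averaged −0.24 (adjusted p = 0.0017 by camera, and 0.8 with an estimated correlation). The call was lost without DKO yBM 3 (adjusted p = 0.654). Leukocyte markers as a list were called between the ages as well. Their call was lost without DKO yBM 3 (mean −0.86, adjusted p = 0.0907), 5 (−0.07, 0.8) or 6 (0.15, 0.17). It was also lost with median-ratio scaling (0.30, 0.482) and quantile normalization (0.25, 0.301). Only 1 gene, the gene model AC154457.3, was called between the ages (log2 fold change 4.93, adjusted p = 1.21e-06), and 155 passed an unadjusted p under 0.05. In 5 of these 6 libraries Wwox goes against the label.

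Log2 fold changes against the control of each set, across 13585 genes tested in both sets, which are not independent replicates, correlated at a Pearson r of 0.358 for DKO yBM, 0.726 for DKO tumor and 0.289 for DKO BMT (Spearman 0.45, 0.691 and 0.395). Called in both sets in the same direction were 335, 324 and 103 genes, and in opposite directions 4, 5 and 3. In the plane of the first 2 principal components of set 2, mean distances of the libraries labelled DKO tumor were 14.8 from SKO yBM, 17.0 from SKO tumor and 38.7 from DKO yBM. Those labelled SKO BMT lay 19.2 from DKO yBM on average. SKO BMT 1, with Wwox at 11.8 TPM, was at −13.7 on PC1 and −16.4 on PC2. SKO BMT 2, at 0.102 TPM, was at 27.3 and −19.4, and SKO BMT 3, at 0.0857 TPM, at −20.8 and −21.7. The DKO yBM libraries were at −20.4 to −16.5 on PC1 and −18.5 to −13.9 on PC2. Control BM lay 93.8 from SKO yBM and 95.9 from DKO yBM. Amd2 was at 14.6 ± 4.67 TPM in SKO yBM, 9.48 ± 3.95 in SKO tumor and 18.7 ± 2.99 in DKO tumor, against 0.156 ± 0.0661 in DKO yBM, 0.156 ± 0.172 in DKO BMT and 0.0844 ± 0.0767 in SKO BMT (SD, n = 3 each), and at 5.88 ± 3.3 in control BM. Wwox was low in the libraries labelled DKO yBM and DKO BMT and in 2 of the 3 labelled SKO BMT. Amd2 has near-identical copies, and its level is uncertain.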
